# Overexpression of CYB5R3 and NQO1, two NAD ^+^‐producing enzymes, mimics aspects of caloric restriction

**DOI:** 10.1111/acel.12767

**Published:** 2018-04-28

**Authors:** Alberto Diaz‐Ruiz, Michael Lanasa, Joseph Garcia, Hector Mora, Frances Fan, Alejandro Martin‐Montalvo, Andrea Di Francesco, Miguel Calvo‐Rubio, Andrea Salvador‐Pascual, Miguel A. Aon, Kenneth W. Fishbein, Kevin J. Pearson, Jose Manuel Villalba, Placido Navas, Michel Bernier, Rafael de Cabo

**Keywords:** aging, calorie restriction, CYB5R3, metabolic homeostasis, NQO1

## Abstract

Calorie restriction (CR) is one of the most robust means to improve health and survival in model organisms. CR imposes a metabolic program that leads to increased stress resistance and delayed onset of chronic diseases, including cancer. In rodents, CR induces the upregulation of two NADH‐dehydrogenases, namely NAD(P)H:quinone oxidoreductase 1 (*Nqo1*) and cytochrome *b*_5_ reductase 3 (*Cyb5r3*), which provide electrons for energy metabolism. It has been proposed that this upregulation may be responsible for some of the beneficial effects of CR, and defects in their activity are linked to aging and several age‐associated diseases. However, it is unclear whether changes in metabolic homeostasis solely through upregulation of these NADH‐dehydrogenases have a positive impact on health and survival. We generated a mouse that overexpresses both metabolic enzymes leading to phenotypes that resemble aspects of CR including a modest increase in lifespan, greater physical performance, a decrease in chronic inflammation, and, importantly, protection against carcinogenesis, one of the main hallmarks of CR. Furthermore, these animals showed an enhancement of metabolic flexibility and a significant upregulation of the NAD ^+^/sirtuin pathway. The results highlight the importance of these NAD ^+^ producers for the promotion of health and extended lifespan.

## 1 INTRODUCTION

Aging is defined as a progressive decline of intrinsic structural integrity and physiological function. Variations in energy demand, dietary requirements, and cellular energy metabolism contribute to the multiple factors that characterize the aging processes and modulate longevity (Lopez‐Otin, Blasco, Partridge, Serrano & Kroemer, 2013). A reduction in total calorie intake, known as calorie restriction (CR), and various forms of fasting such as intermittent fasting or fasting‐mimicking diets confer a wide range of beneficial effects toward healthy lifespan, with robust protection against cancer (Brandhorst & Longo, 2016; Longo & Panda, 2016). The metabolic fluctuations and the management of cellular bioenergetics induced by fasting cycles are slowly being unraveled and constitute an emerging area of research aimed at developing nutritional interventions to improve health and lifespan.

CYB5R3 and NQO1 are two NADH‐dehydrogenases that play an essential role in the redox control of metabolic homeostasis, a fundamental hallmark of extended longevity (Lopez‐Otin et al., 2013). CR, a robust anti‐aging intervention that extends lifespan in almost all organisms tested, is accompanied by the rescue of age‐associated decline of CYB5R3 and NQO1 function [reviewed in (de Cabo, Siendones, Minor & Navas, 2009; Hyun, Hernandez, Mattson & de Cabo, 2006)]. Likewise, several pharmacological and genetical‐based strategies targeting these enzymes have been employed to ultimately delay aging and age‐related metabolic diseases (Calabrese, Cornelius, Dinkova‐Kostova, Calabrese & Mattson, 2010; Lee et al., 2012; Martin‐Montalvo et al., 2016; Rizvi & Pandey, 2010; Varela‐Lopez, Giampieri, Battino & Quiles, 2016). CYB5R3 catalyzes a two‐step one‐electron transfer reaction in which NADH is oxidized and coenzyme Q (CoQ) is reduced. The elongation and desaturation of fatty acids, cholesterol biosynthesis, and hepatic drug metabolism have all been linked to CYB5R3 (de Cabo et al., 2009). Moreover, CYB5R3 plays a critical role in nitric oxide signaling and vascular function (Rahaman et al., 2015) and in the modulation of lipid metabolism that contributes to healthy lifespan (Martin‐Montalvo et al., 2016). NQO1 catalyzes a two‐electron quinone reduction using NADH or NADPH as cofactor. In addition to its well‐known antioxidant properties [reviewed in (Ross & Siegel, 2017)], NQO1 exerts significant metabolic functions by conferring protection against obesity, hypertension, arterial restenosis, renal injury, and neurodegenerative disorders (Chhetri, King & Gueven, 2017; Hwang et al., 2009; Kim et al., 2011; Son et al., 2015). The C609T (Pro187Ser) null polymorphism of the NQO1 gene is associated with increased risk of complications related to metabolic syndrome, Alzheimer's disease, and an overall increased risk of cancer in humans (Chhetri et al., 2017; Lajin & Alachkar, 2013; Martinez‐Hernandez et al., 2015; Ramprasath et al., 2012). Genetic ablation of NQO1 in rodent models also increases sensitivity to skin carcinogenesis (Iskander et al., 2005) and causes severe dysregulation of lipid and glucose metabolism (Gaikwad, Long, Stringer & Jaiswal, 2001). Recent evidence suggests a role of NQO1 in the modulation of the translational machinery, linking the RNA‐binding function of NQO1 with its metabolic actions (Di Francesco et al., 2016).

In this study, we generated a mouse that is the result of the cross between two strains overexpressing b5‐reductase and NQO1 that are two NADH‐quinone reductases. The offspring that resulted from such mating are referred as “RedTg” mouse. We performed a comprehensive analysis of molecular, physiological, and biochemical outcomes to elucidate the influence of both NADH‐dehydrogenases in the maintenance of whole‐body metabolic homeostasis and to assess whether their upregulation would have a positive impact on health, cancer prevention, and survival. We found that enhanced co‐expression of CYB5R3 and NQO1 mimicked some aspects of CR by conferring health benefits and prolonged lifespan in male RedTg mice. Importantly, RedTg mice survived significantly longer than control mice in a model of induced liver cancer.

## 2 RESULTS

### 2.1 Overexpression of NAD(P)H dehydrogenases extends lifespan and impacts muscle performance

A transgenic mouse overexpressing the rat *Nqo1* and *Cyb5r3* genes was created, herein referred to as RedTg. Western blot analysis confirmed the increased levels of NQO1 and CYB5R3 proteins in most tissues tested from RedTg mice compared to their wild‐type (Wt) controls, with the exception of NQO1 in white adipose tissue and CYB5R3 in kidney and liver (Figure S1). A longevity study was carried out (*n* = 64 Wt and *n* = 75 RedTg mice), and the results showed a divergence in the survival curves starting at 110 weeks of age (Figure 1a). The log‐rank test indicated a 4.2% increase in mean lifespan (*p* = .04, χ^2^ = 3.9) and 4.8% extension in 20% survival (*p* = .01, two‐tailed *t* test) in RedTg vs. Wt mice (Figure 1a).

**Figure 1:**
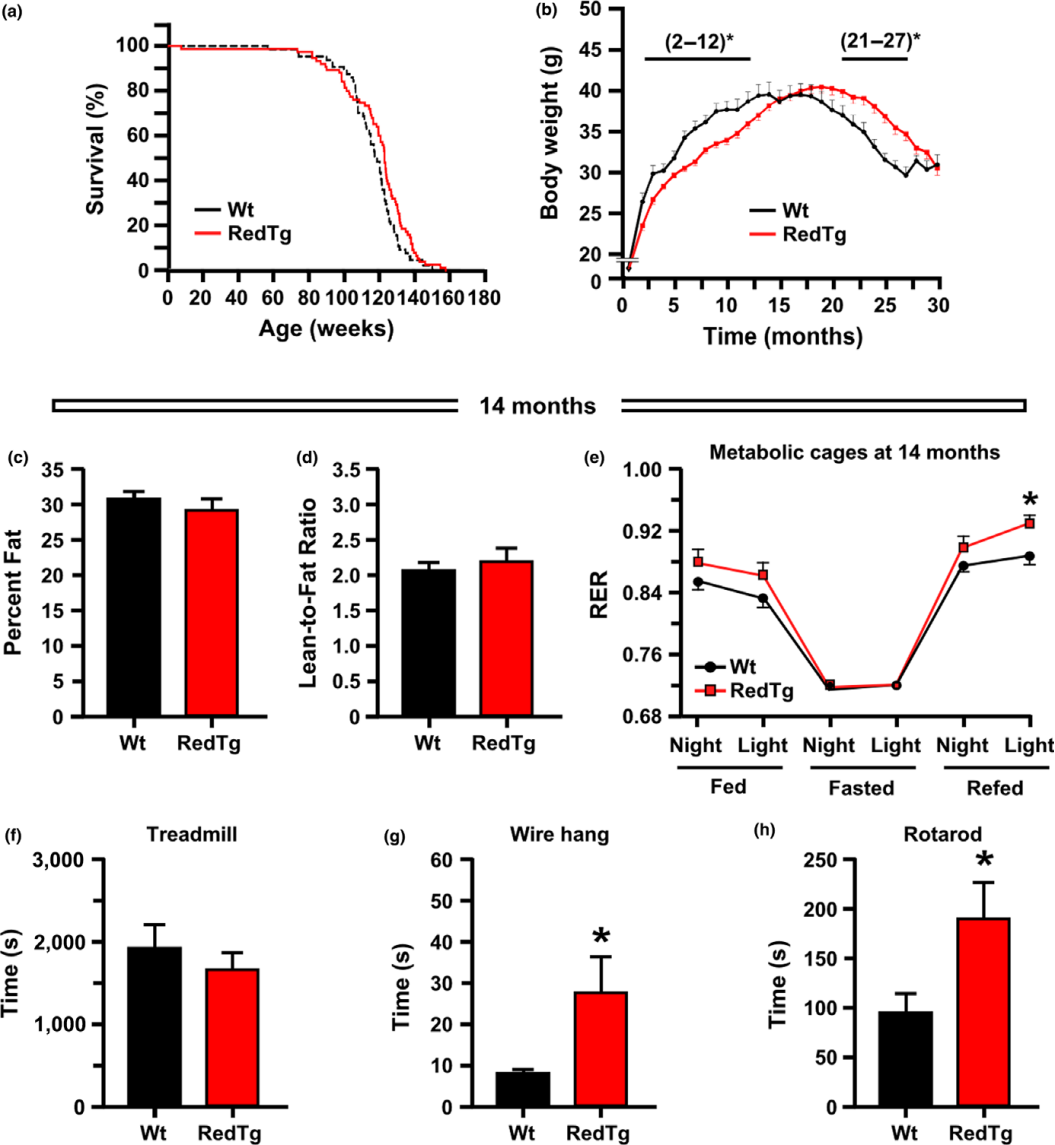
Extension of lifespan and improved health in RedTg mice. (a) Kaplan–Meier survival curve for RedTg (*n* = 75) and Wt (*n* = 64) male mice. Only one Wt animal was censored in the lifespan study. (b) Body weight profile over the lifespan. Bars depict significant differences in body weight between genotypes at the times indicated. Data include all live animals at each time point. (c,d) Effect of CYB5R3 and NQO1 overexpression on body composition. Lean and fat percentages were determined by nuclear magnetic resonance (NMR) in 14‐month‐old mice, *n* = 5–8 mice per group. (e) Fourteen‐month‐old mice were placed into metabolic cages for the measure of respiratory exchange ratio (RER) over a fed‐fasted–refed cycle, *n* = 6–8 per group. (f,g,h) Influence of both NADH‐dehydrogenases on physical performance. Treadmill performance, *n* = 17 mice per group; time to fall from a wire hang, *n* = 5–6 mice per group; time to fall from an accelerating rotarod, *n* = 5–6 mice per group. Data are represented as the mean ± *SEM*. *p <* *.05

Body weight was monitored across lifespan (Figure 1b). While no difference prior to weaning was found between the two cohorts (6.98 ± 0.18 g vs. 6.58 ± 0.14 g in 16‐day‐old Wt and RedTg mice, respectively), RedTg mice had lower body weight between the age of 2 and 12 months, but were significantly heavier after 21 months of age, as denoted by a right shift of the body weight curve compared with age‐matched Wt controls (Figure 1b; Figure S2a). The switch in body weight trajectory has led us to investigate further the phenotypic changes and potential molecular/metabolic mechanisms that occurred at mid‐life in response to *Nqo1* and *Cyb5r3* overexpression. No differences in body composition [i.e., % body fat, lean mass, or lean‐to‐fat ratio] between genotypes could be detected in 14‐month‐old mice (Figure 1c,d; Figure S2b). We then investigated energy expenditure using an indirect respiration calorimetry system known as the CLAMS metabolic chamber (Martin‐Montalvo et al., 2016). Energy expenditure was calculated from O_2_ consumption and CO_2_ generation. The resultant VCO_2_/VO_2_ ratio, known as respiratory exchange ratio (RER), and heat production were measured over a 91‐hr period. RedTg mice showed a trend toward higher RER during the first (night‐fed, light‐fed), and these differences increased significantly at the third (refed) cycle (Figure 1e), indicating that RedTg mice preferentially used carbohydrates to meet their energy needs as compared to Wt animals. Food consumption was similar in both groups of mice before and after the fasting period (Figure S2c,d), as was heat production and spontaneous ambulatory activity over the course of the fed‐fasted–refed cycle (Figure S2e).

To investigate whether the health improvement and extension of lifespan observed in RedTg mice could be derived from change in insulin sensitivity, we carried out several biochemical tests. Fasting glucose and lactate levels showed no significant differences between the two groups of mice at 14 months of age (Figure S3a,b). Likewise, circulating insulin levels and HOMA‐IR2 index (Figure S3c,d), the oral glucose tolerance test (OGTT) (Figure S3e,f), and the insulin tolerance test (ITT) (Figure S3g,h) showed similar values for RedTg and Wt mice. These results supported the notion that upregulation of NAD(P)H dehydrogenases did not promote changes in peripheral glucose homeostasis in mice of this age‐group.

Cardiovascular performance was then evaluated by treadmill test, while wire hang and rotarod tests were carried out to evaluate the combination of muscle strength with motor coordination and balance. Although both groups of animals exhibited similar treadmill performance (Figure 1f), RedTg mice performed significantly better on the wire hang and rotarod tests (Figure 1g,h), suggesting enhanced overall physical fitness as compared to Wt controls.

Prominent overexpression of both NADH‐dehydrogenases in RedTg muscle (Figure S1) led us to evaluate the abundance of several key metabolic proteins. Western blot analysis of RedTg muscle homogenates showed significantly greater levels of glycolytic markers, such as hexokinase II (HK‐II), phosphofructokinase (PFK), and pyruvate dehydrogenase (PDH), but a decrease in lactate dehydrogenase A (LDHA) content (Figure 2a). Densitometric analysis of these immunoblots is depicted in Figure 2b. Upregulation of these glycolytic markers may reflect higher aerobic glycolytic flux to supply a carbon source for the tricarboxylic acid cycle, a finding consistent with the increase in RER in RedTg mice (Figure 1e). HK‐II and PFK are the main rate‐controlling enzymes of glycolytic flux while PDH activity, which catalyzes the conversion of pyruvate to acetyl‐CoA, modulates mitochondrial glucose and fatty acid fluxes. Mitochondrial fatty acid (FA) β‐oxidation is a metabolic feature promoted by CR and exercise that is controlled by PGC‐1α, a member of a family of transcriptional coactivators, and the protein deacetylase SIRT3 (Hirschey et al., 2010; Liang & Ward, 2006). Western blot analysis showed significant accumulation of PGC‐1α and SIRT3 in muscle of RedTg mice compared to Wt controls (Figure 2c,d). Hydroxyacyl‐coenzyme A dehydrogenase (HADHSC) and acetyl‐CoA acyltransferase 2 (ACAA2) are two mitochondrial enzymes involved in fatty acid β‐oxidation, whose protein levels were substantially higher in RedTg muscles (Figure 2c,d).

**Figure 2:**
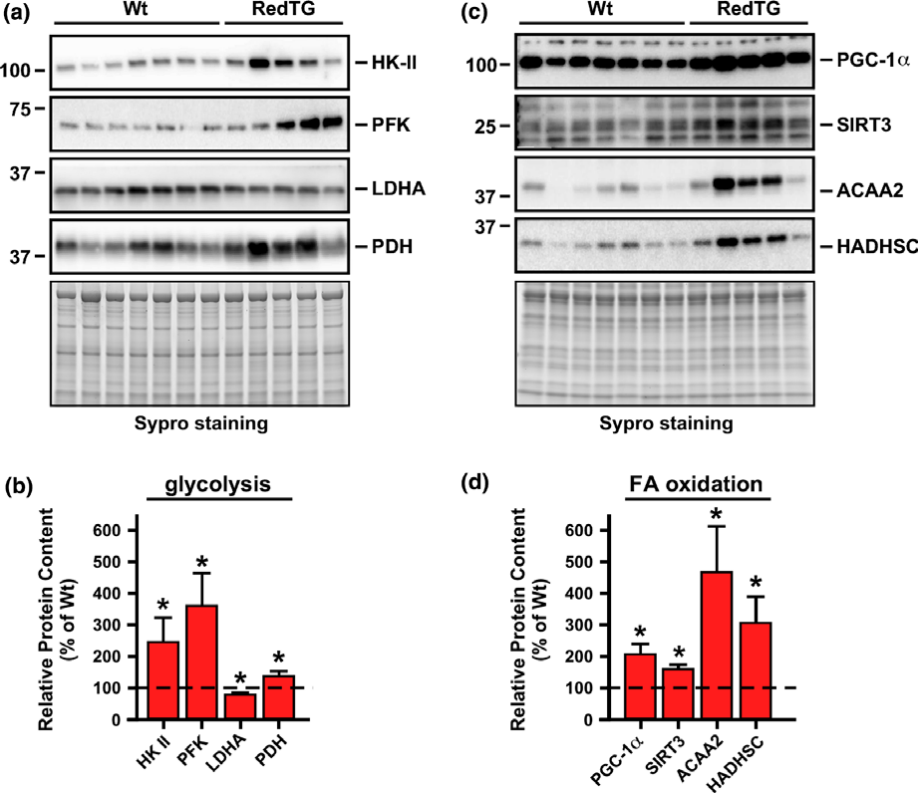
Enhancement of bioenergetics efficiency in muscle in RedTg mice. (a) Total muscle lysates were immunoblotted for key glycolytic enzymes (HK‐II, PFK, LDHA, and PDH). (b) Quantification of protein levels after data normalization with Sypro staining of a duplicate gel. (c) Same lysates were immunoblotted for PGC‐1α, SIRT3, ACAA2, and HADHSC. (d) Quantification of protein levels as in panel B. Dotted line in panels B and D depicts Wt values arbitrarily set at 100%. Data are represented as the mean ± *SEM*,* n* = 5–7 per group. *p <* *.05

Analysis of the activity of mitochondrial complexes from whole muscle homogenates also showed a trend toward upregulation of the activity of mitochondrial complex II, which oxidizes FADH_2_ that is mainly provided by fatty acids (Table S5). Overall, these data suggest enhanced motor function and muscle performance/metabolism in RedTg mice in a CR‐like fashion.

### 2.2 Overexpression of NAD(P)H dehydrogenases enhances glycolysis and impacts lipid metabolism in the liver

Western blot analysis of RedTg liver homogenates showed significantly greater PFK protein levels while exhibiting a lower PDH expression than did the Wt liver (Figure 3a,b). However, no differences were observed for glucokinase (GCK), the glucose transporter GLUT‐1, and LDHA, which are involved in the uptake and conversion of glucose (Figure 3a,b). In line with this, metabolomics analysis of RedTg livers showed significant increase in the relative abundance of glucose and lactate, but the intermediates glucose‐6‐phosphate (G‐6‐P), fructose‐6‐phosphate (F‐6‐P), and 3‐phosphoglycerate (3PG) were depleted (Figure 3c). These results combined with the in vivo RER data illustrate a shift in hepatic substrate utilization toward glucose, yielding higher glycolysis and lactate accumulation via reduced expression, and perhaps activity, of the PDH complex (Figure 3a,b).

**Figure 3:**
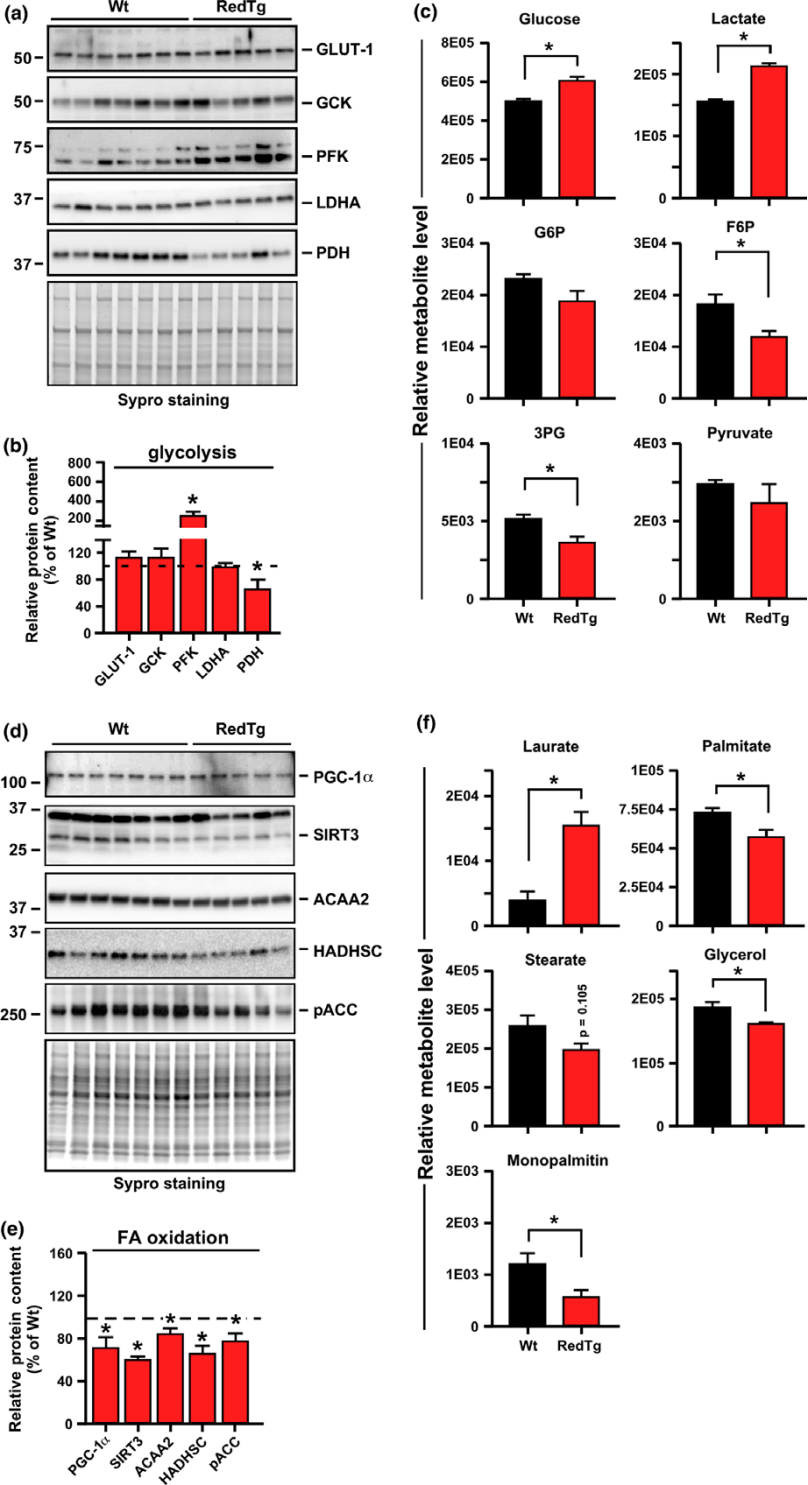
Overexpression of CYB5R3 and NQO1 enhances hepatic glycolysis and impacts hepatic lipid metabolism in RedTg mice. (a) Abundance of key glycolytic enzymes in total liver lysates of 14‐month‐old RedTg mice. Western blotting was carried out using primary antibodies specific for GLUT1, GCK, PFK, LDHA, and PDH,* n* = 5–7 per group. (b) Quantification of protein levels by densitometry. A comparable gel was stained with Sypro (a, *bottom panel*) to confirm equal loading in each lane. (c) Metabolomics analysis of liver extracts was carried out for the determination of glucose, lactate, G6P, F6P, 3PG, and pyruvate. Relative metabolite levels are depicted, *n* = 5–7 per group. (d) Total liver lysates were immunoblotted for PGC‐1α, SIRT3, ACAA2, HADHSC, and phosphorylated ACC. (e) Quantification of protein levels after data normalization with Sypro staining of a duplicate gel. Dotted line depicts Wt values arbitrarily set at 100%. (f) Relative abundance of laureate, palmitate, stearate, glycerol, and monopalmitin from the liver metabolomics analysis. Data are represented as the mean ± *SEM*,* n* = 5–7 per group. *p <* *.05

In RedTg livers, the total expression level of PGC‐1α and SIRT3 as well as HADHSC and ACAA2 proteins was significantly lower compared to Wt livers, consistent with reduced hepatic lipid catabolism (Figure 3d,e). Under these conditions, the pool of the inactive, phosphorylated form of ACC was also diminished in RedTg mice (Figure 3d,e). Metabolomics analysis showed significant depletion in the signals associated with palmitate and stearate, two precursors of polyunsaturated fatty acids, as well as those for glycerol and monopalmitin, two intermediates in the triacylglycerol synthesis (Figure 3f). These results support the notion of increased lipogenesis in RedTg liver. The observed relative increase in laureate would be in agreement with short‐term regulation of hepatic lipogenesis by medium‐chain fatty acids (Geelen, 1994) (Figure 3f).

Analysis of mitochondrial complexes from whole liver homogenates showed no difference in activity between the two groups of mice (Table S5).

### 2.3 Overexpression of NAD(P)H dehydrogenases modulates NAD^+^ metabolism

Sustained glycolysis requires the replenishment of the cellular pool of NAD^+^, a cofactor for several metabolic enzymes, including the class III histone deacetylases known as sirtuins. Because of the essential role of the NAD^+^/sirtuin pathway in the metabolic regulation of aging (Grabowska, Sikora & Bielak‐Zmijewska, 2017), we hypothesized that the overexpression of NQO1 and CYB5R3, two NAD^+^‐producing enzymes, may affect either NAD^+^ metabolism, sirtuin expression and/or activity, or both. As expected, NAD^+^ and NADP^+^ levels were significantly higher in RedTg vs. Wt muscle (Figure 4a), accompanied by an accumulation of SIRT1 protein and a trend toward lower total lysine‐acetylated protein levels in RedTg muscle (Figure 4b,c). Likewise, the buildup of nicotinamide in RedTg livers (Figure 4d) was consistent with active NAD^+^ consumption by sirtuins and the transfer of reducing equivalents important for metabolic use. The RedTg livers had significantly more SIRT1 protein and lower content of total lysine‐acetylated proteins compared to Wt livers (Figure 4e,f).

**Figure 4:**
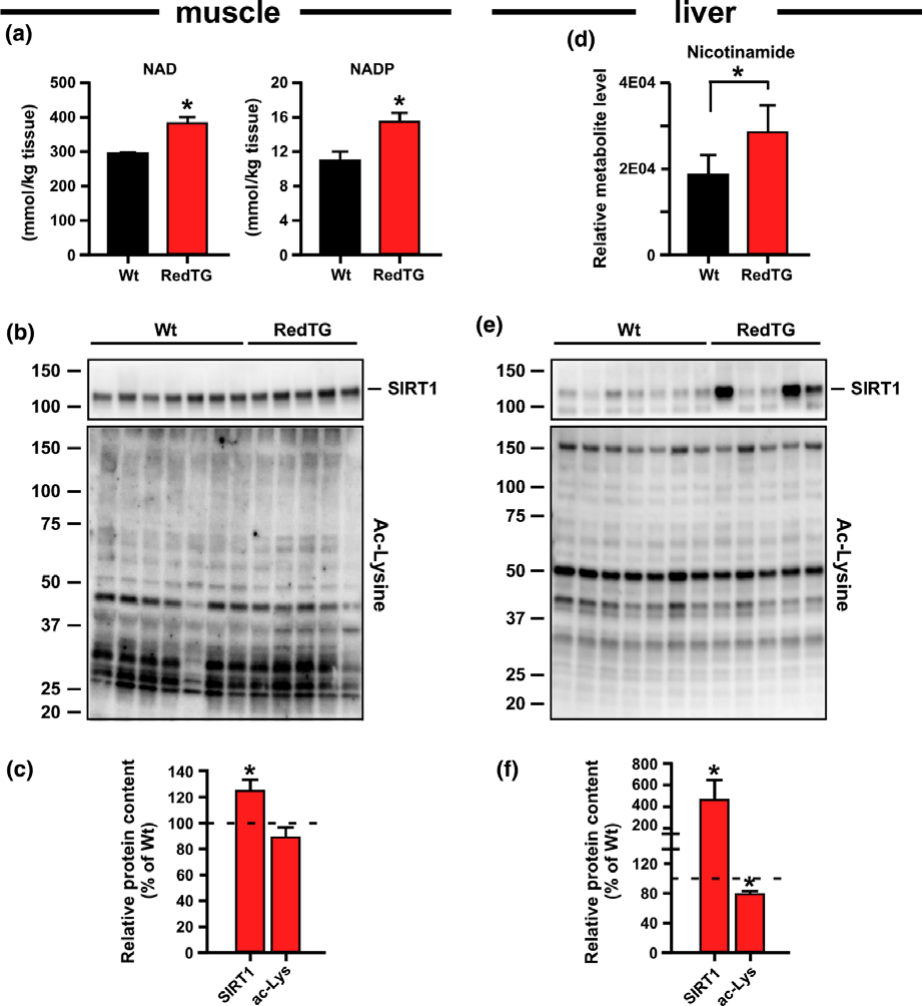
Overexpression of CYB5R3 and NQO1 impacts NAD metabolism. (a) Abundance of NAD and NADP in muscles of RedTg and Wt mice, *n* = 3–4 per group. (b) Total muscle lysates were immunoblotted for SIRT1 and total lysine‐acetylated proteins (Ac‐Lys), *n* = 5–7 per group. (c) Quantification of protein levels after data normalization with Sypro staining. (d) Relative levels of nicotinamide in livers of RedTg and Wt mice from the liver metabolomics analysis. *n* = 5–7 per group. (e) Total liver lysates were immunoblotted for SIRT1 and total lysine‐acetylated proteins (Ac‐Lys), *n* = 5–7 per group. (f) Quantification of protein levels as in panel c. Dotted line in panels c and f depicts Wt values arbitrarily set at 100%. Data are represented as the mean ± *SEM*, *p <* *.05

### 2.4 RedTg mice exhibit protection against inflammation and liver cancer

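Liver RNA from 4 RedTg and 4 Wt mice, all 14 months old, was labelled with Cy3 and hybridized to 8 one-color Agilent mouse arrays on 1 slide. The Wt arrays lay in row 1 of the slide and the RedTg arrays in row 2, so that slide row and genotype cannot be told apart. The authors deposited the scanner files, which hold the background-corrected signal intensity of each spot, and a table of z-scores. The signal was taken as log2 and the 75th percentile of each array was subtracted, control and outlier spots were left out, and spots of 1 probe were averaged. Probes well above background on at least 3 arrays were kept, with the brightest probe for each gene, which left 23195 genes and unnamed transcripts. RedTg and Wt arrays were compared with limma (lmFit and eBayes, with Benjamini-Hochberg adjustment). The z ratios of Tables S6 and S7 were recomputed from 25 sets of arrays, each with 3 or 4 arrays per group. They matched for all 40 genes, within 0.006, in the set without Wt replicate 4, and for at most 1 gene in every other set. The paper's values thus come from 7 arrays, with 4 RedTg and 3 Wt mice, and the paper gives no reason for leaving out Wt replicate 4. Values over these 7 arrays are given first, followed by those over all 8. In a PCA of all 23195 genes, PC1 held 36.5% of the variance over the 7 arrays, PC2 25.6% and PC3 15.9%. The mean PC1 score was higher by 61.8 in RedTg than in Wt livers (two-sided exact permutation test, p = 0.0857, where 0.0286 is the smallest p that 4 mice against 3 allow). RedTg replicate 1 had a PC1 score of -28.7, between the scores of Wt replicate 3, at -14.2, and Wt replicate 1, at -45.1. Over all 8 arrays the shares were 35.3%, 23.6% and 15.1%, and the mean PC1 score was higher by 42.9 in RedTg livers (exact permutation test, p = 0.171). Wt replicate 4 scored 31.2, between RedTg replicate 3, at 25.5, and RedTg replicate 4, at 39.8. The setting that moved PC1 most among those planned was the restriction to genes chosen on the group labels, which raised its share over the 8 arrays to 70.4%.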

Principal component analysis (PCA) was performed to evaluate the liver transcriptome profiles (Figure 5a). 

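Over the paper's 7 arrays, limma called 0 of 23195 genes at an adjusted p under 0.05, and the smallest adjusted p was 0.251. At an unadjusted p under 0.05 there were 2436 genes higher and 997 lower in RedTg livers. The methods' t-test at a threshold of 0.05, without adjustment, gave 2375 higher and 681 lower genes, and 0 after Benjamini-Hochberg adjustment. The values of the RedTg arrays did not overlap those of the Wt arrays for 13.1% of genes, where chance gives 5.71%. With Wt replicate 4 included, limma again called 0 genes, and the smallest adjusted p was 0.677. The unadjusted counts were 1082 higher and 543 lower genes, and those of the methods' t-test were 1127 and 311, with 0 after adjustment. The groups did not overlap for 3.33% of genes, where chance gives 2.86%. On simulated data of 4 arrays against 4 with the same number of genes, the limma fit called 28.0% of genes changed by 1 log2 unit, 79.5% of those changed by 2 and 93.5% of those changed by 3. For 4 arrays against 3 these shares were 0%, 78.5% and 91.0%. Each share comes from 1 simulated run with 200 changed genes and noise drawn independently for each gene. The shares depend on the number of changed genes, and the real arrays share variation between animals. They therefore do not give the detection rate for these livers. The split into higher and lower genes depended on the scaling and on the z ratio threshold. Over 8 arrays, subtracting the median of each array gave 608 higher and 719 lower genes at an unadjusted p under 0.05, and z-scores gave 669 and 1074. A z ratio of at least 1.5 in size together with the methods' t-test, planned as an alternative, gave 93 higher and 356 lower genes over the 8 arrays. Settings on the paper's 7 arrays with z-scores were added after the values were seen. There the methods' t-test alone gave 1814 higher and 1350 lower genes, and together with the z ratio 188 and 727.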

Of a total of 497 genes with significantly modified expression, 25.5% (127/497) were upregulated and 74.4% (370/497) downregulated in RedTg vs. Wt livers. 

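Of the 20 genes of Table S6, all 20 were higher in RedTg livers over the paper's 7 arrays, with log2 fold changes between 0.78 and 3.11 and a median of 1.12. Of the 20 genes of Table S7, all 20 were lower, between -2.68 and -1.66 with a median of -1.92. None passed an adjusted p of 0.05 over all genes tested. Adjusted over the list alone, 20 genes of each list passed in limma, which is not independent evidence because the study chose both lists on these arrays. Over all 8 arrays every gene kept its direction, but the changes were smaller, with medians of 0.82 and -1.47. Adjusted over the list alone, 9 genes of Table S6 and 1 gene of Table S7 then passed. Wt replicate 4 lay inside the range of the RedTg arrays for 15 genes of Table S6 and 17 genes of Table S7. Obp2a had the largest increase, with a log2 fold change of 3.11 (standard error 0.71, limma adjusted p = 0.251) over 7 arrays and 2.57 (standard error 0.76, limma adjusted p = 0.677) over 8, where Wt replicate 4 stood at -1.36 and the RedTg arrays at a mean of -0.42 ± 0.69 (SD, n = 4). Jchain, an immunoglobulin joining chain listed in Table S7, had a log2 fold change of -2.68 (standard error 0.63) over 7 arrays and -2.10 (standard error 0.73) over 8. Its signal was 1.27 ± 0.39 (SD, n = 4) in RedTg livers and 3.95 ± 1.54 (SD, n = 3) in Wt livers on the log2 scale, and 1.63 in Wt replicate 4. Wt replicates 1 and 2 stood at 4.44 and 5.18 and Wt replicate 3 at 2.22.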

The top twenty upregulated and downregulated genes are shown in Tables S6 and S7. These include *Cyp4a12*, a member of the cytochrome P450 superfamily of detoxifying enzymes, and the regulator of cell cycle *Rgcc*. 

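The arrays measure both Cyp4a12a and Cyp4a12b, 2 mouse genes of this name, of which Table S6 lists the first. Over the paper's 7 arrays the log2 fold change of Cyp4a12a was 1.15 (standard error 0.30) and that of Cyp4a12b 0.81 (standard error 0.24), and every RedTg array lay above every Wt array (two-sided exact permutation test, p = 0.0286 for each, the smallest that 4 mice against 3 allow). With Wt replicate 4 included, the changes were 0.83 (standard error 0.38) and 0.57 (standard error 0.29), and the exact permutation test gave p = 0.114 for both. Wt replicate 4, at 5.29 for Cyp4a12a and 5.65 for Cyp4a12b, lay inside the range of the RedTg arrays. Rgcc had a log2 fold change of -2.10 (standard error 0.35) over 7 arrays, with p = 0.0286 in the exact permutation test, and of -1.58 (standard error 0.52) over 8, with p = 0.0571. Its signal was -3.31 in Wt replicate 4, -3.35 ± 0.39 (SD, n = 4) in RedTg livers and -1.25 ± 0.69 (SD, n = 3) in the other Wt livers. The adjusted p over all genes in limma was 0.677 for Rgcc and Cyp4a12a over 8 arrays and 0.251 over 7. With each array left out in turn, the directions of these genes did not change.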

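The member lists of the GO terms are not given in the paper's text, so gene lists and Reactome sets stood in for them, written down beforehand except as stated. They were tested with limma's camera, with a preset inter-gene correlation of 0.01, and adjusted over 6 sets. Over the paper's 7 arrays, the median log2 fold change of 70 inflammation genes was -0.56 (limma camera adjusted p = 9.1e-14), with 61 genes lower in RedTg livers. That of 441 genes of Reactome Cell Cycle was -0.07 (limma camera adjusted p = 6.1e-05), with 252 lower, and that of 46 proliferation genes -0.93 (limma camera adjusted p = 1.6e-15), with 42 lower. For oxidoreductase activity, Reactome Biological oxidations replaced a set planned from spot descriptions, which were not available. Its genes need not be those of the GO term. The Reactome set had a median of 0.23 over 152 genes (limma camera adjusted p = 0.00975), with 111 higher. With all 8 arrays the medians were -0.38 for inflammation (limma camera adjusted p = 6.0e-11), -0.03 for the cell cycle (limma camera adjusted p = 0.00157), -0.79 for proliferation (limma camera adjusted p = 2.2e-16) and 0.21 for oxidations (limma camera adjusted p = 0.00204). By fry, which estimates the correlation from the arrays, oxidations alone among the 6 sets passed an adjusted 0.05 over 7 arrays (limma fry adjusted p = 0.0339), and none did over 8, where oxidations had a limma fry adjusted p of 0.0540. Another member list, Reactome Cytokine Signaling in Immune system, moved the inflammation set most, to a median of -0.01 (limma camera adjusted p = 0.00221). Without the filter on dim probes the oxidations set no longer passed (median 0.22, limma camera adjusted p = 0.242).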

Gene Ontology (GO) term analysis in RedTg livers identified “Inflammatory Response,” “Cell Cycle,” and “Cell Proliferation” among the pathways that were robustly downregulated, whereas “Oxidoreductase Activity” was among the top upregulated pathways (Figure 5b). The mRNA expression level of several transcripts associated with these pathways was measured by quantitative real‐time PCR, which included *Gpx1*, encoding glutathione peroxidase 1, and *Il1b*, a member of the pro‐inflammatory interleukin 1 cytokine family (Figure 5c). Gpx1 mRNA expression levels were elevated while those of Il1b and Tnfrs18, a co‐stimulatory immune checkpoint molecule, were significantly lower by ~90% in RedTg vs. Wt livers (Figure 5c). *Tsc22d1* encodes a leucine zipper transcription factor that plays a role in tumor suppression and *Gadd45b* encodes a protein involved in the regulation of growth and apoptosis. There was significant increase in Tsc22d1 mRNA expression levels and a trend toward lower expression for Gadd45b in response to CYB5R3 and NQO1 overexpression (Figure 5c).

**Figure 5:**
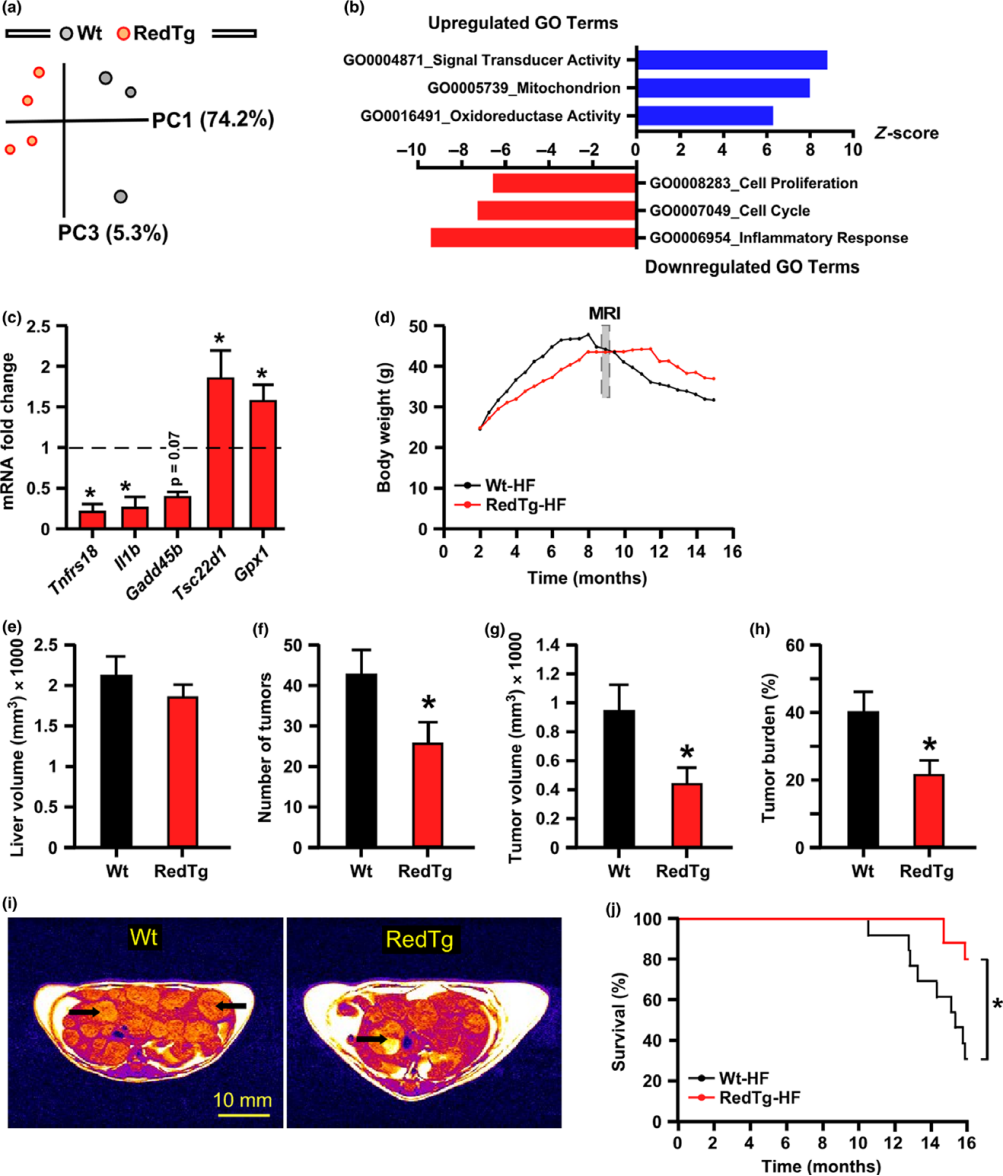
Overexpression of CYB5R3 and NQO1 protects against inflammation and liver cancer. (a) Principal component analysis (PCA) from microarray RNA experiment in livers of 14‐month‐old RedTg and Wt mice; *n* = 3–4 per group. (b) Bars depict gene sets significantly upregulated (blue) and downregulated (red) in RedTg vs. Wt mice. (c) Validation of the microarray data by quantitative RT–PCR analysis. Hepatic mRNA levels of Tnrfs18, Il1b, Gadd45b, Tsc22d1, and Gpx1 in RedTg mice were normalized to Wt controls, *n* = 4–5 per group. (d) Body weight trajectories following treatment of high‐fat (HF) diet‐fed mice with diethylnitrosamine (DEN). Data include all live animals at each time point. MRI analysis was carried out 9 months after starting the DEN protocol for the measure of (e) liver volume, (f) number of liver tumors, (g) tumor volume, and (h) tumor volume ratio, which was calculated as percent of tumor volume divided by liver volume. (i) Representative images of RedTg and Wt livers after 9 months of DEN treatment. Bar, 10 mm. For panels e–h, Wt (*n* = 12), RedTg (*n* = 17). Data are represented as the mean ± *SEM*. *p <* *.05. (j) Kaplan–Meier survival curve for RedTg (*n* = 18) and Wt (*n* = 17) mice includes all animals at each time point until the study termination. The surviving mice were euthanized and considered as censored (RedTg, *n* = 15; Wt, *n* = 8)

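The array signals of the 5 RT-PCR genes had the following values on the log2 scale. Over the paper's 7 arrays, the log2 fold change was -1.85 for Tnfrsf18 (standard error 0.68), -1.65 for Il1b (standard error 0.40) and -1.02 for Gadd45b (standard error 0.34). It was 1.26 for Tsc22d1 (standard error 0.30) and 0.42 for Gpx1 (standard error 0.15). Adjusted over the list alone, all 5 passed 0.05 in limma, and over all genes none did. RedTg and Wt arrays did not overlap for Il1b, Tsc22d1 and Gpx1 (two-sided exact permutation test, p = 0.0286 for each), and p was 0.0571 for Tnfrsf18 and Gadd45b. Over all 8 arrays the log2 fold changes were -1.46, -1.22, -0.88, 1.04 and 0.34 in the same order, with exact permutation p of 0.143, 0.0857, 0.0571, 0.0571 and 0.0571. Of the list, Tsc22d1 alone then passed 0.05 adjusted over the list alone, at 0.0472. Wt replicate 4 stood at -3.40 for Tnfrsf18, -1.26 for Il1b, -0.95 for Gadd45b, 3.60 for Tsc22d1 and 9.09 for Gpx1. Tnfrsf18 is also listed in Table S7, and Tsc22d1 in Table S6, both chosen by the study on these arrays. The paper measured the 5 genes by RT-PCR as a check of the array data. Passing when adjusted over the list alone is therefore not independent evidence.

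**Figure D1:**
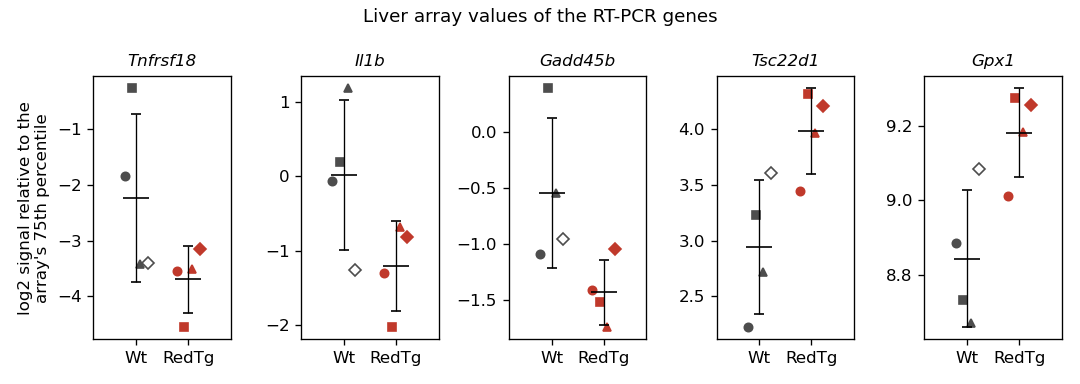
Array signal of the 5 genes measured by RT-PCR, as log2 relative to the 75th percentile of each array, in 4 Wt (grey) and 4 RedTg (red) livers. Each symbol is 1 mouse, lines are means and bars SD over 4 mice, and the open symbol is Wt replicate 4, which the paper did not use. For Tnfrsf18, Wt replicate 2 stands highest at -0.26. Wt replicate 3, which the paper used, and Wt replicate 4 both lie among the RedTg livers, at -3.41 and -3.40.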

The downregulation of processes involved in liver inflammation and cell cycle progression suggests that the RedTg liver might be protected against cancer development. To test this hypothesis, we treated mice with a single injection of the chemical carcinogen, diethylnitrosamine (DEN), a model of metabolic syndrome‐associated liver cancer (Park et al., 2010). 

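The mean log2 signal of the 70 inflammation genes was -0.36 ± 0.19 (SD, n = 4) in RedTg livers and 0.21 ± 0.43 (SD, n = 3) in the Wt livers of the paper's 7 arrays (two-sided exact permutation test, p = 0.0286, and 0.0857 after adjustment over 6 sets). Wt replicate 4 stood at -0.43, and over all 8 arrays p was 0.200. For the 46 proliferation genes, the RedTg mean was -1.74 ± 0.55 (SD, n = 4) and the Wt mean -0.87 ± 0.74 (SD, n = 3), with an exact permutation p of 0.171. Wt replicate 4 stood at -1.53, and p over 8 arrays was also 0.171. For Reactome Cell Cycle the means were 0.77 ± 0.12 (SD, n = 4) and 0.90 ± 0.04 (SD, n = 3), with an exact permutation p of 0.143 over 7 arrays and 0.314 over 8, where Wt replicate 4 stood at 0.74. For Reactome Biological oxidations the means were 3.43 ± 0.06 (SD, n = 4) and 3.25 ± 0.12 (SD, n = 3), and the exact permutation p was 0.0286 both over 7 arrays and over 8 (0.0857 and 0.171 after adjustment over 6 sets), where Wt replicate 4 stood at 3.31. From the lower expression of inflammation and cell cycle processes, the paper proposes that the RedTg liver might be protected against cancer development, which it then tested with DEN.

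**Figure D2:**
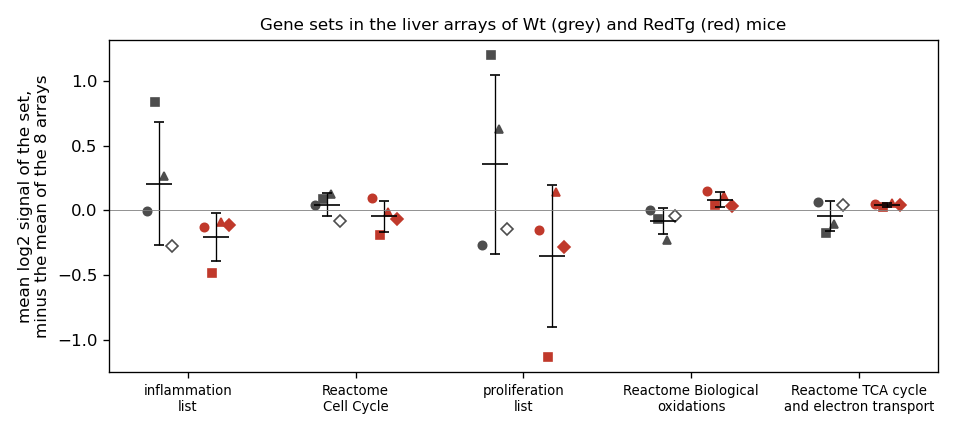
Mean log2 signal of 5 gene sets in each liver array, minus the mean of the 8 arrays, in Wt (grey) and RedTg (red) mice. Each symbol is 1 mouse, lines are means and bars SD over 4 mice, and the open symbol is Wt replicate 4, which the paper did not use. Wt replicate 2 stands highest for the inflammation list, at 0.83, and for the proliferation list, at 1.20.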

Here, sixteen‐day‐old RedTg and Wt mice were injected with DEN and then put on high‐fat (HF) diet from weaning to 16 months of age. For the first 7 months, the body weight gain in RedTg mice exposed to DEN and HF diet was slower than in Wt mice receiving the same treatment, after which Wt animals experienced a severe drop of body weight while RedTg mice maintained their weight (Figure 5d). MRI scans were acquired at the age of 9 months and revealed that while the liver volume remained comparable between genotypes (RedTg, 1848.2 ± 129.1 mm^3^; Wt, 2115.6 ± 220.2 mm^3^; *p* = .27) (Figure 5e), the number and volume of liver tumors were significantly lower in RedTg vs. Wt mice: [25.8 ± 4.8 vs. 42.7 ± 5.7; *p* = .03] and [449.8 ± 105.4 mm^3^ vs. 942.8 ± 177.5 mm^3^; *p* = .01], respectively (Figure 5f,g). As a result, the tumor burden, defined as the percentage of tumor volume compared to total liver volume, was found to be lower in DEN‐treated RedTg vs. Wt mice [21.9 ± 4.1% vs. 40.6 ± 5.6%; *p* = .01] (Figure 5h,i). Notably, when exposed to DEN and HF diet, the Wt mice exhibited significantly lower longevity than RedTg mice (Figure 5j).

## 3 DISCUSSION

CR without malnutrition reduces the incidence of age‐associated disease and extends lifespan through mechanisms that include improvement of insulin sensitivity and cardiometabolic benefits, accompanied by enhanced cognitive and motor function. Skeletal muscle adaptations to CR and exercise lead to enhanced capacity for glucose utilization and FA oxidation (Navas‐Enamorado, Bernier, Brea‐Calvo & de Cabo, 2017). Despite the lack of effects on peripheral glucose homeostasis, bioenergetic efficiency in skeletal muscle was improved in response to overexpression of CYB5R3 and NQO1, mirroring a CR‐like metabolic profile that was accompanied by enhanced muscle strength, motor coordination, and balance. Metabolic flexibility during CR is characterized by an enhanced capacity to cycle from whole‐body FA metabolism to carbohydrate utilization immediately after feeding (Bruss, Khambatta, Ruby, Aggarwal & Hellerstein, 2010). Analysis of indirect respiration calorimetry data showed significantly greater glycolytic metabolism in RedTg mice. Metabolic reprogramming toward a preferential use of carbohydrates was further confirmed by upregulation of glycolysis in muscle and liver. This metabolic shift in substrate utilization was coupled with a strengthening in redox control and tissue NAD^+^ homeostasis, as evidenced by greater accumulation of NAD^+^ (in muscle) and nicotinamide (in liver) in RedTg vs. Wt mice. Endogenous formation of nicotinamide can occur directly by cleavage of NAD^+^ by NAD^+^‐consuming enzymes such as sirtuins (SIRTs), CD38, and PARPs (Canto, Menzies & Auwerx, 2015; Verdin, 2015). The significant accumulation of SIRT1 protein in muscle and liver extracts of RedTg mice was accompanied by weaker global protein acetylation signal, possibly because of higher SIRT1 activity as compared to Wt mice. Many lines of evidence indicate that sirtuins mediate the effects of CR, and small molecule SIRT1 activators confer broad health benefits likely through SIRT1‐mediated deacetylation of target proteins [reviewed in Ref. Guarente, 2013]. Overall, our findings are in agreement with the role of CYB5R3 and NQO1 as efficient intracellular generators of NAD^+^ for utilization by sirtuins (Ross & Siegel, 2017; Shen et al., 2017), and are consistent with the notion that modulation of SIRT1 and NAD^+^ levels represents a promising approach for the treatment of age‐associated metabolic diseases (Herranz et al., 2010; Imai, 2010; Verdin, 2015).

It is worth mentioning that, after an initial period of weight loss, CR mice reestablish a state of energy balance in which fat mass is preserved or even increased to adjust FA oxidation with its intake plus synthesis (Bruss et al., 2010). Herein, the preference of RedTg mice for carbohydrate utilization was likely associated with higher rate of hepatic lipogenesis—using the ratio of phospho/total form of ACC as surrogate marker—which was further supported by the metabolomics analysis. Conversely, there was clear reduction in key regulators of the lipid oxidation process, including PGC‐1α, SIRT3, ACAA2, and HADHSC in RedTg livers. It has been previously reported that ad libitum‐fed animals on diets that are high in carbohydrates, but low in proteins, have greater adiposity and the longest lifespan (Solon‐Biet et al., 2014), although the association between the intake of protein/carbohydrates and adiposity is still a matter of debate (Fontana et al., 2016; Maida et al., 2016; Solon‐Biet et al., 2015) including prospective cohort studies of humans (Berryman, Agarwal, Lieberman, Fulgoni & Pasiakos, 2016; Pimpin, Jebb, Johnson, Wardle & Ambrosini, 2016). Nonetheless, the maintenance of body weight in older RedTg mice may be due to higher fat accumulation than in Wt controls, in agreement with our recent study that showed a positive correlation between mouse longevity and conservation of body fat (Mitchell et al., 2016). Although lipidomics analysis was not performed in the current study, health improvement and extension of lifespan have been linked to fatty acid chain elongation and desaturation both in flies and mice overexpressing CYB5R3 (Martin‐Montalvo et al., 2016).

Reduction in low‐grade chronic inflammation and anticancer protection are among the CR‐mediated physiological hallmarks that lead to successful aging. Here, the tumor‐promoting effects of DEN were significantly abrogated in RedTg mice by delaying the formation of liver cancer. The development and progression of liver cancer as well as the relative risk of cancer‐related deaths have been associated with chronic systemic inflammation(De Pergola & Silvestris, 2013). Interestingly, ablation of TNF signaling in mice by genetic deletion of the type 1 TNF receptor (*Tnfr1* ^−/−^) markedly impedes the development of obesity‐dependent liver cancer (Park et al., 2010). In our study, overexpression of CYB5R3 and NQO1 resulted in lower hepatic inflammatory signature as well as a lower level of Tnrfs18 mRNA, which encodes a member of the TNF receptor superfamily. Likewise, pathways populated with genes associated with cell proliferation and cell cycle were significantly downregulated in RedTg livers, a finding that was independently validated by the analysis of Gadd45b mRNA expression. Interestingly, reports have shown the existence of cross talk between the TNFα‐NFkB signaling pathway and the coactivator Gadd45β (Kodama & Negishi, 2011; Tian et al., 2011), and strong staining of GADD45β has also been detected in multiple human cancer tissues (Hoffman & Liebermann, 2013). Reciprocal regulation of the putative tumor suppressor gene *Tsc22d1*, which leads to the suppression of *Gadd45b* and that of other cancer‐associated target genes (Iida, Anna, Gaskin, Walker & Devereux, 2007), may also account for the lower rate of tumor progression in RedTg livers.

Thus, RedTg mice had a modest increase in survival, exhibited physiological aspects of CR in the absence of reduced energy intake, and, importantly, were protected against DEN‐induced liver carcinogenesis. Based on our results summarized in Figure 6, we propose that these beneficial effects were conferred through two interrelated processes: (i) protection against metabolic and oxidative stress, which leads to better maintenance of redox state and bioenergetics, and (ii) increased NADH oxidation, which promotes sirtuin activation and suppression of inflammation and cellular proliferation. In line with this, overexpression of SIRT1 confers protection against hepatic DNA damage and associated liver cancer caused by metabolic syndrome (Herranz et al., 2010). Further studies will be needed to unveil the molecular mechanisms of sirtuins in the remodeling of chromatin via epigenetic modification of histone and nonhistone proteins [reviewed in Ref. (Hwang, Yao, Caito, Sundar & Rahman, 2013; Xie, Zhang & Zhang, 2013)]. In conclusion, enhancement of metabolic flexibility coupled with efficient redox control and energy homeostasis underlies the positive influence of CYB5R3 and NQO1 co‐expression on health and longevity.

**Figure 6:**
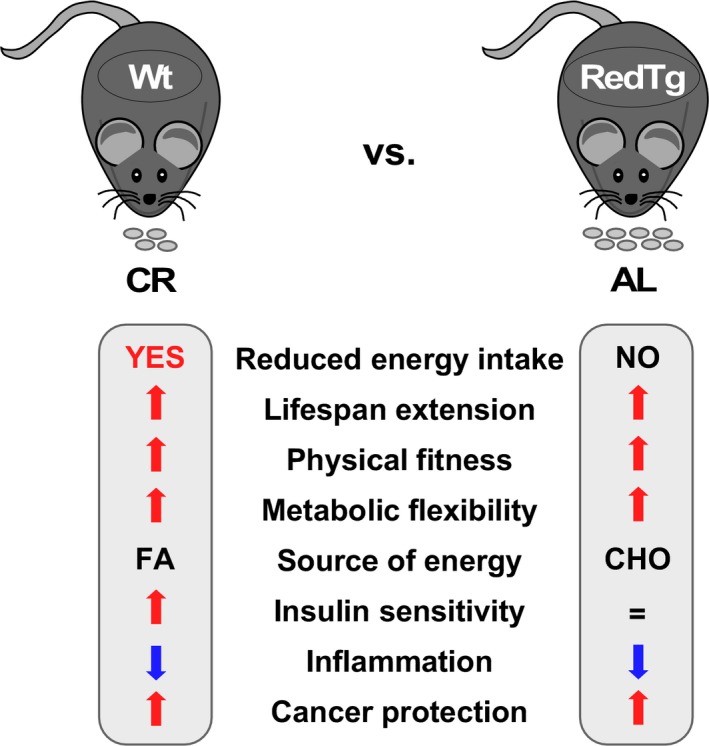
Schematic representation of the main features induced by CR and shared by RedTg mice overexpressing CYB5R3 and NQO1 proteins. Please note that whole‐body physiology was characterized in 14‐month‐old RedTg mice. FA, fatty acids; CHO, carbohydrates

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Transgenesis, animal models, and diets

NQO1‐transgenic mice overexpressing the rat *Nqo1* gene (Figure S4) and CYB5R3‐Tg mice that overexpress the rat *Cyb5r3* gene (Martin‐Montalvo et al., 2016) were employed to generate RedTg mice. Group‐housed mice were maintained in a room at constant temperature (20°–22°C) with 30%–70% relative humidity and 12‐h light:dark cycles. Mice were fed ad libitum on a standard diet [*SD* ‐ *(*#110700—Research Diets, Bethlehem, PA)]. For the longevity study, male RedTg (*n* = 75) and wild‐type (Wt) (*n* = 64) mice were employed and their body weight was monitored monthly. The longevity study was performed in parallel with a previous study (Martin‐Montalvo et al., 2016), and therefore, the same values for the Wt group of mice are represented in both studies. For the diethylnitrosamine (DEN)‐induced liver cancer study, male RedTg (*n* = 18) and Wt (*n* = 17) mice were fed a high‐fat AIN‐93G Purified Rodent Diet [HF diet ‐ (#101920 ‐ Research Diets)] at the indicated time of the experiment, and their body weight was measured biweekly. The composition of SD and HF diets can be found in Tables S1 and S2. All animal protocols were approved by the ACUC of the National Institute on Aging, an AAALAC‐accredited institution (protocol #277‐TGB‐2019).

Animals were inspected daily for health issues, and deaths were recorded for each animal. The criteria for euthanasia of moribund animals were based on an independent assessment by a veterinarian, according to AAALAC guidelines, and only cases where the condition of the animal was considered incompatible with continued survival were represented as deaths in the curves. Animals removed at sacrifice for experimental procedures were treated as censored deaths. Survival curves were plotted using the Kaplan–Meier method, which includes all animals at each time point.

### 4.2 Fasting glucose and insulin determination

A 6‐h fasted protocol was used for the determination of blood glucose and plasma insulin levels in mice as described in the Supporting Information.

### 4.3 Oral glucose and insulin tolerance tests (OGTT and ITT)

OGTT and ITT were performed as previously described (Martin‐Montalvo et al., 2013). At the time points indicated, glucose was measured in whole blood by tail venipuncture using the Ascensia Elite glucose meter.

### 4.4 Homeostasis model assessment of insulin resistance (HOMA‐IR)

Insulin resistance was estimated using the HOMA2 Calculator software available from the Oxford Centre for Diabetes, Endocrinology, and Metabolism Diabetes Trials Unit website as described (Levy, Matthews & Hermans, 1998).

### 4.5 Body composition

A minispec LF90 nuclear magnetic resonance (NMR) spectrometer (Bruker Optics, Billerica, MA) was employed to acquire measurements of lean, fat, and fluid masses in live mice.

### 4.6 Metabolic clamps

At the age of 14 months, mouse metabolic rate during a fed‐fast–refed cycle was assessed by indirect calorimetry in open‐circuit Oxymax chambers (CLAMS; Columbus Instruments, Columbus, OH), as previously described (Martin‐Montalvo et al., 2016). Movement (both horizontal and vertical) was monitored with light beams, yielding counts of beam breaks for each mouse. All mice were acclimatized to the monitoring cages for 4 hr prior to recording.

### 4.7 Physical performance tests

Various physical performance tests were performed on 14‐month‐old RedTg and Wt mice according to standard procedures as described in the Supporting Information.

### 4.8 Gel electrophoresis and western blotting

Preparation of mouse liver and skeletal muscle homogenates from 14‐month‐old RedTg and Wt mice was followed by protein separation by gel electrophoresis and detection of specific proteins according to standard procedures as described in the Supporting Information. Antibodies used are presented in Table S3.

### 4.9 Measurements of mitochondrial activities

Activities of NADH:coenzyme Q oxidoreductase (complex I), succinate dehydrogenase (complex II), ubiquinol:cytochrome c oxidoreductase (complex III), cytochrome c oxidase (complex IV), and citrate synthase (CS) were determined in mouse livers by spectrophotometric assays as described (Spinazzi, Casarin, Pertegato, Salviati & Angelini, 2012).

### 4.10 Untargeted metabolomics

Metabolomics analysis on liver extracts from 14‐month‐old RedTg and Wt mice was performed at the UC Davis West Coast Metabolomics Center as previously described (Mitchell et al., 2016). Normalization was performed as described in the Supporting Information.

### 4.11 Targeted metabolomics

Sample preparation and LCMS‐based quantitative measurement of NAD^+^ and NADP^+^ in muscle extracts from 14‐month‐old RedTg and Wt mice was performed in the Department of Biochemistry, University of Iowa, as previously described (Trammell & Brenner, 2013).

### 4.12 Gene expression

Total RNA was extracted from frozen liver tissue using TRIzol^®^ reagent (Thermo Fisher Scientific, Waltham, MA). Total RNA concentration and quality were measured by Nanodrop (Thermo Fisher, Waltham, MA, USA) and by Agilent Bioanalyzer RNA 6000 chip (Agilent, Santa Clara, CA). cDNA reverse transcription and quantitative RT–PCR were carried out according to standard procedures as described in the Supporting Information. The primer sequences are presented in Table S4. Full methodological details including microarray analysis are described in the Supporting Information.

### 4.13 Diethylnitrosamine (DEN)‐induced hepatocellular carcinoma model

Sixteen‐day‐old mice were injected intraperitoneally with DEN at a dose of 5 mg/kg body weight, and, at 21 days of age, they were switched to a HF diet for 16 months as previously described (Martin‐Montalvo et al., 2016). Magnetic resonance imaging (MRI) was performed on 9‐month‐old mice to determine liver and tumor volumes as described below. At the conclusion of the study, the surviving mice were euthanized.

### 4.14 Magnetic resonance imaging

Mice were anesthetized using 1%–2% isoflurane in oxygen at a flow rate of 1.5 lpm and placed in a Bruker Biospec 7T/30 cm MRI scanner (Bruker Biospin, Ettlingen, Germany) equipped with a 72‐mm resonator coil (Bruker). Full methodological details for the detection and quantification of liver tumors are described in the Supporting Information.

### 4.15 Statistical analysis

Unless otherwise stated, statistical comparisons between genotypes were performed by two‐tailed Student's *t* test using Excel 2010 (Microsoft Corp., Redmond, WA, USA). For survival studies, a log‐rank statistical test was used. Analyses were performed using GraphPad Prism v. 6 (GraphPad Software, Inc., La Jolla, CA). In all experiments, results are represented as the mean ± *SEM*, with *p *≤* *.05 considered significant.

## ADDITIONAL INFORMATION

*Accession codes*: Microarray data have been deposited in the Gene Expression Omnibus database under accession code GSE108379.

## CONFLICT OF INTEREST

The authors declare no conflict of interest.

## AUTHORS’ CONTRIBUTION

K.J.P. A.D.R., and R.de C designed all experiments. K.J.P and A.M.M performed the longevity study. A.D.R., M.L., J.G., and F.F. carried out whole‐body physiology and physical performance studies. M.L. performed ELISAs. J.G. and H.M. performed MRI data analysis [tumor burden in liver of DEN‐treated mice]. M.A.A. performed metabolomics analysis. A.D.R, M.L, J.G., M.C.R., and A.S.P. carried out Western blot, microarray, and qPCR analyses. K. W. F. performed MRI scanning. A.D.R., A. di F., P.N., J.M.V, M.B., and R.d.C. contributed to the analysis and interpretation of the data, and the production of the manuscript. All authors critically reviewed and approved the manuscript.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

# Supplementary material for: Overexpression of CYB5R3 and NQO1, two NAD +‐producing enzymes, mimics aspects of caloric restriction
**Source:** Aging Cell. 2018 Apr 28;17(4):e12767. doi: 10.1111/acel.12767
**Supplement:** Supplementary file 1

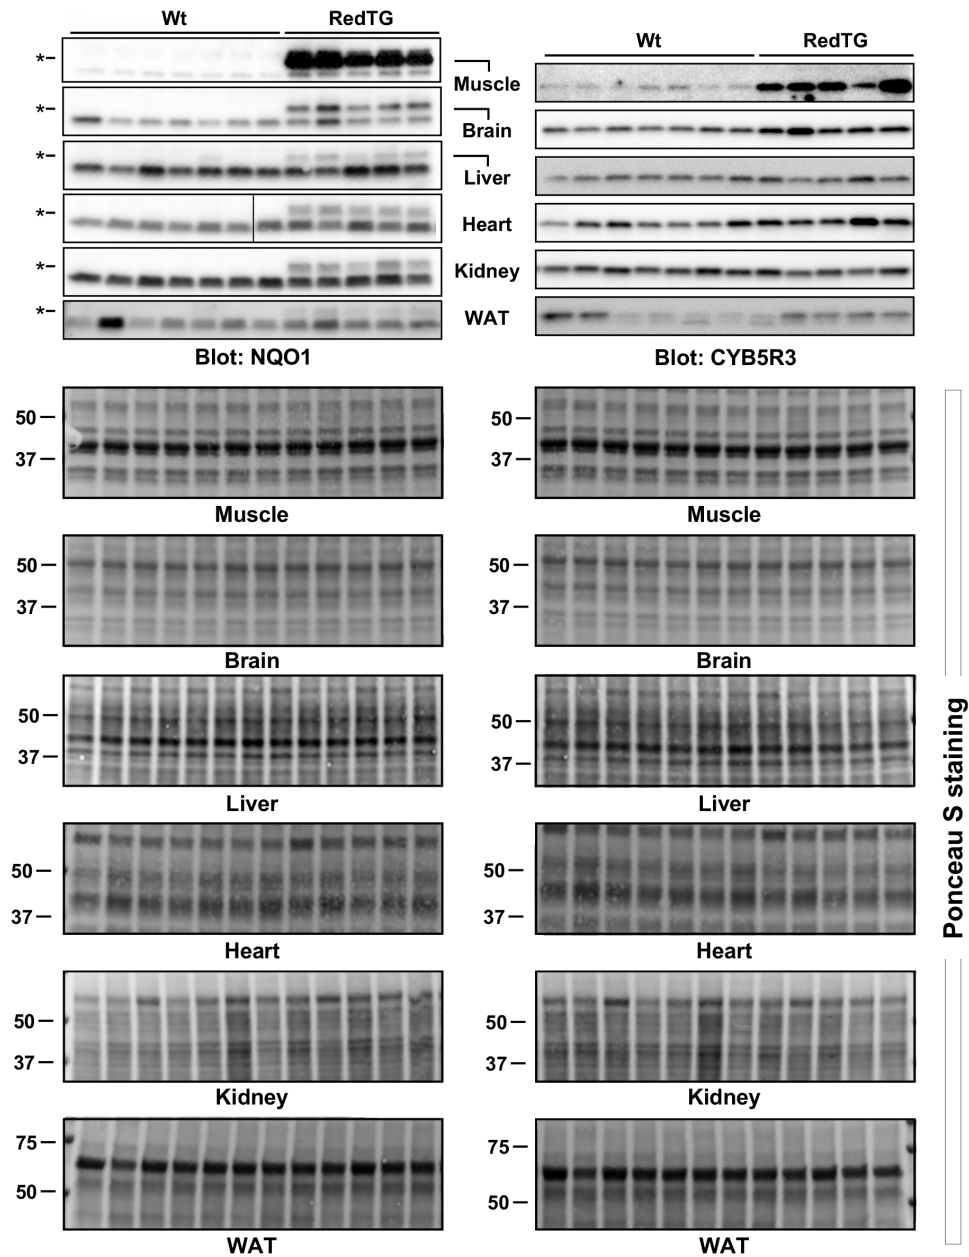

**Fig. S1. Validation of CYB5R3 and NQO1 overexpression in RedTg mice.** Immunoblots of NQO1 (left panels) and CYB5R3 (right panels) in the following mouse tissues: Muscle, brain, liver, heart, kidney, and white adipose tissue (WAT) from WT (n=7) and RedTg (n=5) mice. Ponceau S staining of the nitrocellulose membranes confirmed comparable loading in each lane. \*The rat NQO1 transgene protein product migrates slower than the mouse homolog while the rat CYB5R3 transgene protein product have similar migration. Please note that NQO1 is not overexpressed in WAT and CYB5R3 in kidney and liver.

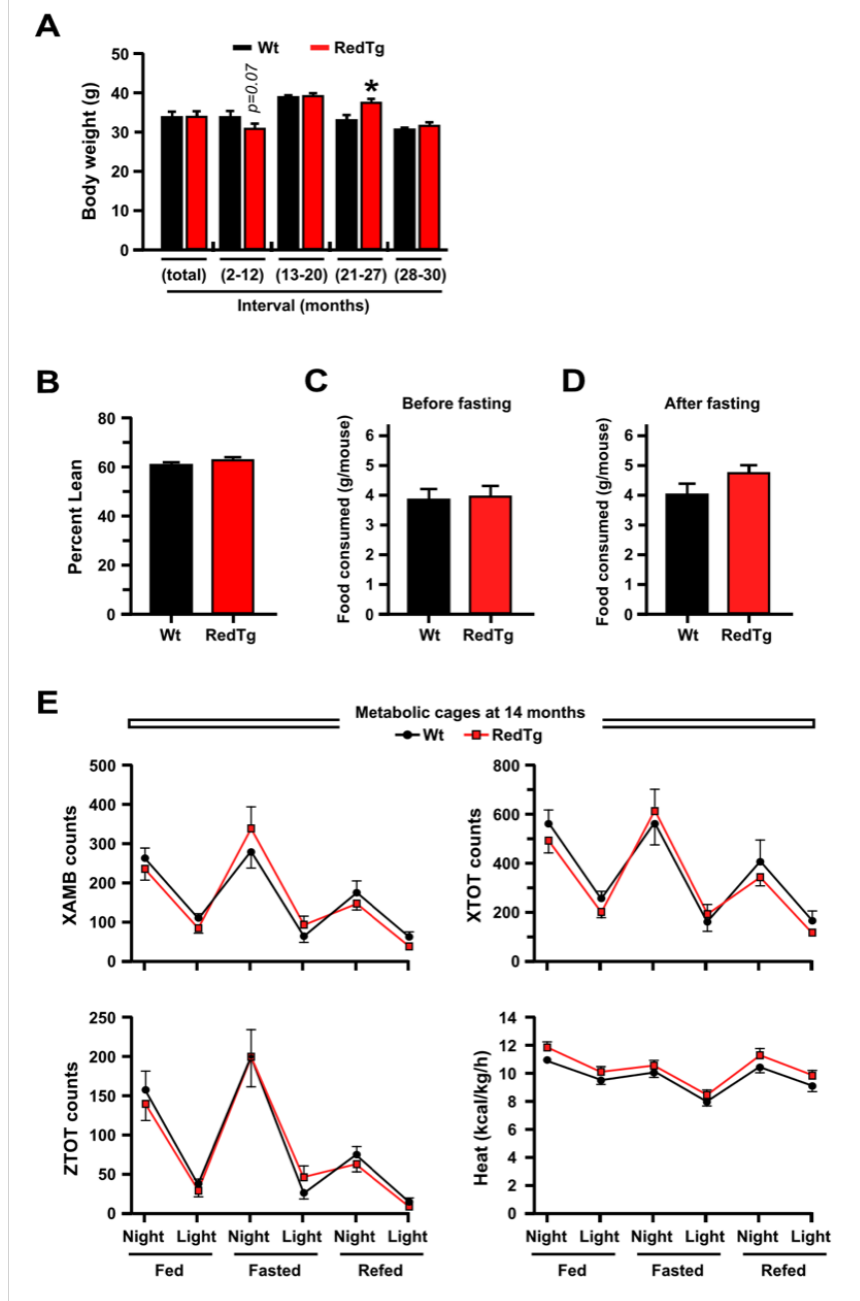

**Fig. S2. Metabolic and behavioral responses in RedTg mice.** (A) Averaged total body weight throughout the lifespan (2-30 months) and at the indicated intervals (in months). (B) Lean percentage was determined by nuclear magnetic resonance (NMR) in 14 months-old mice, n= 5-8 mice per group. (C-E) Fourteen months-old mice were placed into metabolic cages and subjected to a fed-fasted-refed cycle that lasted 72 h. Food consumption was calculated before and after the fasting period. Spontaneous activity and heat production by the mice held in the metabolic chambers, n=6-8 mice per group. Data are represented as the mean  $\pm$  SEM. \* $p < 0.05$  (B-E) No significant differences were found.

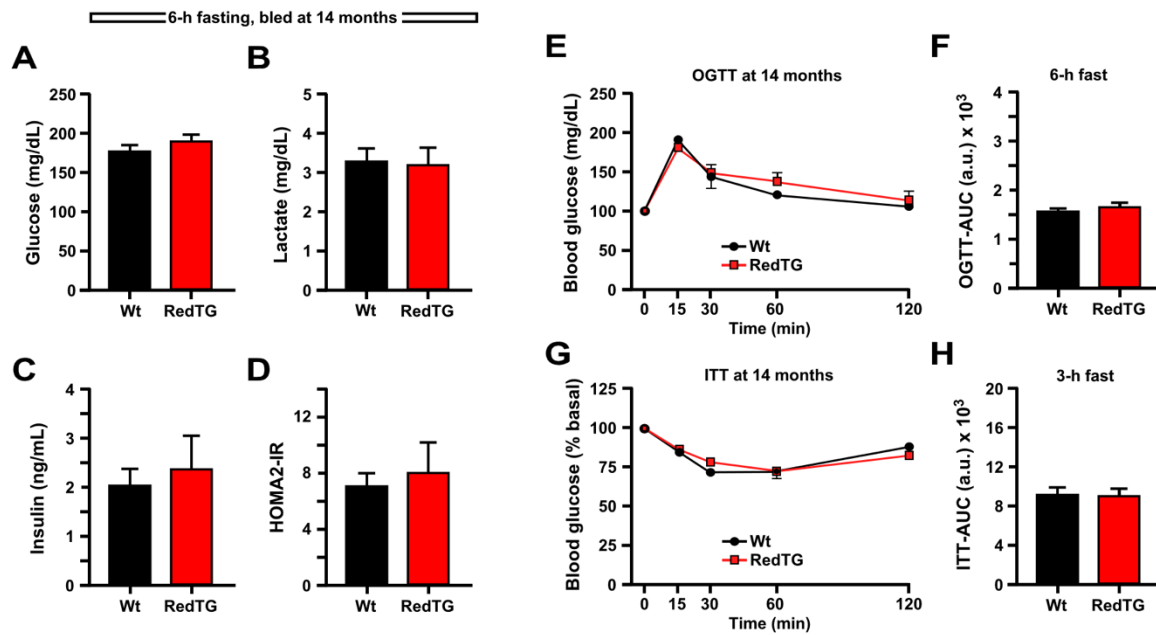

**Fig. S3. Peripheral glucose homeostasis in RedTg mice.** (A, B) Blood glucose and lactate levels and (C) serum insulin levels were determined after a 6-h fast,  $n=5-9$  mice per group. (D) HOMA2-IR index,  $n=5-7$  per group. (E) Blood glucose levels were measured over a period of 2 h during an OGTT,  $n=5-7$  per group. (F) OGTT-AUC was calculated. (G) Blood glucose levels were measured over a period of 2 h during an ITT,  $n=5-8$  per group. (H) ITT-AUC was calculated. Data are represented as the mean  $\pm$  SEM. No significant differences were found.

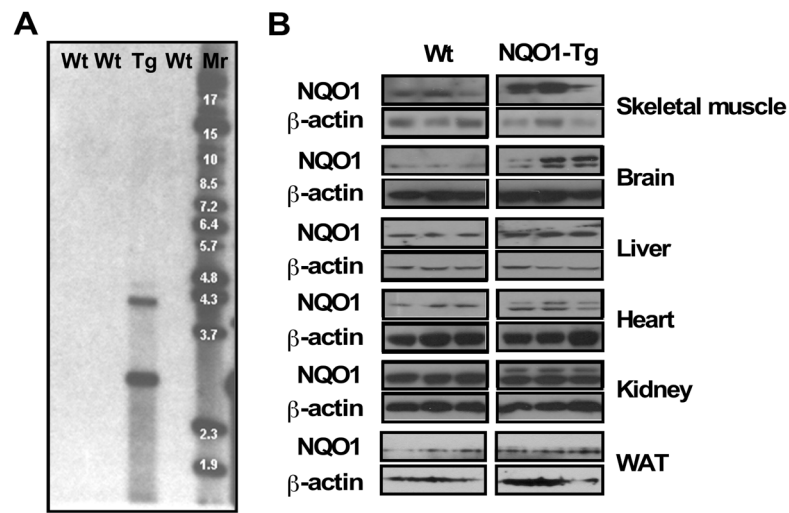

**Fig. S4. Generation of NQO1-Tg mice.** (a) Representative southern blotting analysis of NQO1-Tg mice. Genomic DNA from NQO1-Tg and Wt mice were digested with EcoRV, blotted and hybridized with a labeled DNA probe. DNA markers are shown on the right (Mr). (c) Western blots showing the levels of NQO1 in several tissues. WAT; white adipose tissue; BAT; brown adipose tissue. n = 3 per group.

**Table S1, Ingredients of Standard Diet (SD)-AIN-93G**

| Ingredient            | g.kg <sup>-1</sup> | Kcal.kg <sup>-1</sup> |
|-----------------------|--------------------|-----------------------|
| Casein, High Nitrogen | 200                | 716                   |
| L-cysteine            | 3                  | 12                    |
| Sucrose               | 100                | 400                   |
| Cornstarch            | 397.1              | 1429.5                |
| Dextrose              | 132                | 501.6                 |
| Soybean Oil           | 70                 | 630                   |
| t-Butyl hydroquinone  | 0.014              | 0                     |
| Cellulose             | 50                 | 0                     |
| Mineral Mix#210025    | 35                 | 30.8                  |
| Vitamin Mix#310025    | 10                 | 38.7                  |
| Choline Bitartrate    | 2.5                | 0                     |

AIN-93G purified rodent diet (DYET#110700, Revised). Ingredients for food composition are shown as g.kg<sup>-1</sup> and kcal.kg<sup>-1</sup>.

**Table S2, Ingredients of High Fat (HF) Diet-AIN-93G**

| Ingredient                 | g.kg <sup>-1</sup> | Kcal.kg <sup>-1</sup> |
|----------------------------|--------------------|-----------------------|
| Casein, High Nitrogen      | 213                | 762.54                |
| Soy protein Isolate        | 103                | 379.04                |
| Maltodextrin               | 62.1               | 235.98                |
| Cornstarch                 | 397.1              | 1429.5                |
| Soybean Oil                | 43.009             | 387                   |
| Hydrogenated Coconut Oil   | 294                | 2646                  |
| DL-Methionine              | 3                  | 12                    |
| L-cysteine                 | 3                  | 12                    |
| Cellulose                  | 66.141             | 0                     |
| Mineral Mix#213036         | 35                 | 86.46                 |
| Vitamin Mix#310025         | 16.61              | 64.2807               |
| Calcium Phosphate, dibasic | 25.14              | 0                     |
| Calcium Carbonate          | 4.9                | 0                     |
| Choline Bitartrate         | 2.5                | 0                     |

AIN-93G purified rodent diet (DYET#101920, Revised). Ingredients for food composition are shown as g.kg<sup>-1</sup> and kcal.kg<sup>-1</sup>.

**Table S3, List of commercial antibodies**

| <b>Symbol</b>  | <b>Company</b> | <b>#Catalog</b> | <b>Dilution</b> |
|----------------|----------------|-----------------|-----------------|
| NQO1           | Abcam          | ab2346          | 1/2000          |
| CYB5R3         | Proteintech    | 10894-1-AP      | 1/10000         |
| HKII           | Cell Signaling | 28675           | 1/1000          |
| PFK            | Cell Signaling | 8175            | 1/1000          |
| LDHA           | Santa Cruz     | SC-27230        | 1/500           |
| PDH            | Cell Signaling | 27845           | 1/500           |
| PGC1 $\alpha$  | Abcam          | ab54481         | 1/1000          |
| SIRT3          | Abcam          | ab86671         | 1/500           |
| ACAA2          | Abcam          | ab140529        | 1/40000         |
| HADHSC         | Santa Cruz     | SC-74650        | 1/40000         |
| GLUT-1         | Santa Cruz     | SC-7903         | 1/1000          |
| GCK            | Santa Cruz     | sc-17819        | 1/1000          |
| SIRT1          | Sigma          | S5196           | 1/1000          |
| Acetyl-Lysine  | Immunechem     | ICP0380         | 1/2000          |
| pACC           | Millipore      | 07-303          | 1/1000          |
| $\beta$ -actin | Abcam          | Ab8227          | 1/1000          |

**Table S4. Primer pair sequences used for quantitative RT-PCR analysis**

| <b>Gene</b>                    | <b>Forward primer sequence (5'–3')</b> | <b>Reverse primer sequence (5'–3')</b> |
|--------------------------------|----------------------------------------|----------------------------------------|
| <b>MsIL1<math>\beta</math></b> | CCAAGCAATACCCAAAGAAGAA                 | TTAGAAACAGTCCAGCCCATAC                 |
| <b>MsTnfrs18</b>               | GGGAGCAGACAGAAGAAAAGTG                 | TCGTAACTCACCGCTCTCATAC                 |
| <b>MsGpx1</b>                  | CCTGACATAGAAACCCTGCTGT                 | TTCATTAGGTGGAAAGGCATC                  |
| <b>MsGadd45b</b>               | AAGAGAGCAGAGGCAATAACCA                 | GAAGGTATCACGGGTAGGGTAG                 |
| <b>MsTsc22d1</b>               | ATCAGAGAGTGAGCAGGGATGT                 | TTTGAAGGGAAGGAGAAGAGAG                 |
| <b>MsGAPDH</b>                 | CACCAACTGCTTAGCCCC                     | TCTTCTGGGTGGCAGTGATG                   |

Ms: Mouse.

**Table S5. Analysis of muscular hepatic mitochondrial activity of RedTg vs. Wt mice.**

| <b>Muscle</b> | <b>Symbol</b>                        | <b>Wt</b>      | <b>RedTg</b>   | <b>P value</b> |
|---------------|--------------------------------------|----------------|----------------|----------------|
| Complex I     | % of activity / unit of CS           | 16.08 ± 0.83   | 15.10 ± 1.26   | 0.78           |
| Complex II    | % of activity / unit of CS           | 23.34 ± 1.92   | 37.67 ± 3.85   | 0.15           |
| Complex III   | % of activity / unit of CS           | 108.68 ± 6.39  | 122.05 ± 9.89  | 0.63           |
| Complex IV    | % of activity / unit of CS           | 89.95 ± 7.79   | 96.20 ± 7.83   | 0.83           |
| CS            | Specific activity (μmol/min/mg prot) | 290.11 ± 18.06 | 276.42 ± 17.50 | 0.83           |

| <b>Liver</b> | <b>Symbol</b>                        | <b>Wt</b>      | <b>RedTg</b>  | <b>P value</b> |
|--------------|--------------------------------------|----------------|---------------|----------------|
| Complex I    | % of activity / unit of CS           | 43.90 ± 3.60   | 42.22 ± 3.55  | 0.75           |
| Complex II   | % of activity / unit of CS           | 58.41 ± 10.99  | 71.44 ± 13.28 | 0.46           |
| Complex III  | % of activity / unit of CS           | 19.35 ± 4.52   | 19.64 ± 2.76  | 0.96           |
| Complex IV   | % of activity / unit of CS           | 102.31 ± 14.95 | 93.33 ± 12.66 | 0.67           |
| CS           | Specific activity (μmol/min/mg prot) | 129.02 ± 4.19  | 128.78 ± 2.34 | 0.96           |

n=5-7 mice per group. Mitochondrial activities were expressed as percentage of CS activity in units. Data are represented as the mean ± SEM. CS: Citrate synthase.

**Table S6. List of top 20 up-regulated transcripts in liver of RedTg vs. Wt mice.**

| <b>PROBE_INFO</b> | <b>Symbol</b> | <b>zratio</b> | <b>fold change</b> |
|-------------------|---------------|---------------|--------------------|
| NM_153558         | Obp2a         | 5.87          | 5.27               |
| NM_031368         | Bglap3        | 3.04          | 2.59               |
| NM_145067         | Gucy2c        | 2.77          | 2.74               |
| NM_009366         | Tsc22d1       | 2.63          | 2.05               |
| NM_080448         | Srgap3        | 2.59          | 2.46               |
| NM_001032298      | Bglap2        | 2.58          | 2.29               |
| XM_006501516      | Prok1         | 2.56          | 2.28               |
| NM_177406         | Cyp4a12a      | 2.53          | 1.89               |
| NM_139051         | Nr5a1         | 2.43          | 2.32               |
| NM_001111288      | Sco2          | 2.28          | 1.84               |
| NM_138302         | Tymp          | 2.22          | 1.85               |
| NM_001104531      | Cyp2d11       | 2.18          | 1.53               |
| NR_033567         | E130304I02Rik | 2.13          | 1.8                |
| NM_013651         | Sf3a2         | 2.13          | 1.67               |
| NR_028266         | BC037032      | 2.05          | 1.78               |
| NM_024272         | Ssbp2         | 2.05          | 1.81               |
| NM_153778         | Atoh8         | 2.02          | 1.9                |
| NM_001162944      | Gm10318       | 1.99          | 1.72               |
| NM_026159         | Retsat        | 1.99          | 1.6                |
| NM_001168502      | Zfp57         | 1.98          | 1.86               |

**Table S7, List of top 20 down-regulated transcripts in liver of RedTG vs. Wt mice.**

| <b>PROBEINFO</b> | <b>Symbol</b> | <b>zratio</b> | <b>fold change</b> |
|------------------|---------------|---------------|--------------------|
| NM_009791        | Aspm          | -3.9          | -3.56              |
| NM_146187        | Ffar2         | -3.9          | -4.13              |
| NM_021718        | Ms4a4b        | -3.9          | -4.89              |
| NM_010090        | Dusp2         | -3.97         | -4.88              |
| NM_010389        | H2-Ob         | -4.01         | -4.37              |
| NM_008518        | Ltb           | -4.15         | -5.99              |
| NM_001033186     | Skap1         | -4.17         | -4.62              |
| NM_020044        | Lat2          | -4.2          | -5.19              |
| NM_145141        | Fcrla         | -4.21         | -5.2               |
| NM_009400        | Tnfrsf18      | -4.28         | -5.61              |
| NM_009850        | Cd3g          | -4.29         | -4.74              |
| NM_015811        | Rgs1          | -4.41         | -4.6               |
| NM_172435        | P2ry10        | -4.54         | -4.9               |
| BC019425         | Igh-VJ558     | -4.56         | -4.78              |
| NM_025427        | Rgcc          | -4.68         | -5.18              |
| NM_020034        | Hist1h1b      | -5.27         | -6.8               |
| NM_009835        | Ccr6          | -5.31         | -9.57              |
| NM_152839        | Jchain        | -5.37         | -9.59              |
| NM_011136        | Pou2af1       | -5.67         | -10.15             |
| NM_027222        | Mzb1          | -5.7          | -12.77             |

How the deposited data were processed for this re-analysis (not part of the article)

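Liver RNA of 4 RedTg and 4 Wt mice, 14 months old, was measured on 8 one-color (Cy3) Agilent mouse arrays on 1 slide, each with 62976 spots. The authors scanned the arrays and extracted them with Agilent Feature Extraction, which gave each spot a background-corrected, detrended intensity on its own array, and they deposited these intensities with the raw median intensities and the flags of each spot. They also deposited a table of z-scores, a score per spot made by the authors as the log10 intensity minus the mean of its array, divided by the SD of the array; 100% of z-scores recomputed from the scanner files lay within 0.006 of it. The files pair no spot with a description, and they lack the mean signal of the spot.

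Samples were grouped by the genotype in their labels, and the replicate numbers are those of the labels. The z ratios of Tables S6 and S7 were recomputed to find which arrays the paper used, and they came from 7 arrays without Wt replicate 4. The comparisons planned before the data were examined use all 8 arrays, and the values over the paper's 7 arrays are given beside them.

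From the scanner files, log2 of the processed signal minus the 75th percentile of each array over non-control spots was computed. Control spots (3671) and spots flagged as outliers were left out, no spot was saturated (0 on the 8 arrays), and spots of 1 probe were averaged. Between 53.1% and 59.5% of spots were well above background per array. Of 55681 probes, 31031 were well above background on at least 3 arrays, and 28026 of the 55681 could be matched to a gene symbol through a table of accessions. The probe with the highest mean stood for a gene, which gave 23195 genes and transcripts, 14777 with a symbol and 8418 without. The number of arrays limits the precision of each value. Where no array of a group is well above background, a difference is only an approximate bound.

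RedTg and Wt arrays were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjustment and a threshold of 0.05. The two-tailed t test that the paper's methods name, at 0.05 without adjustment, was run on the same values and is called the methods' t-test. The paper's text names no array normalization. Comparisons of single values used two-sided exact permutation tests. Gene sets were tested with limma's camera, with a preset inter-gene correlation of 0.01, and with fry, and adjusted within 6 sets that stood in for GO terms, 12 cell type lists and 3 other lists. Oxidoreductase and mitochondrion sets were planned from words in the spot descriptions, which the files lack, and Reactome Biological oxidations and Reactome TCA cycle and respiratory electron transport took their place. Reactome Cell Cycle and Reactome Signaling by GPCR stood in for cell cycle and signal transducer activity, and hand-written lists for inflammation and proliferation. The cell type lists cover B cells, plasma cells, T cells, NK cells, neutrophils, Kupffer cells, monocytes and dendritic cells, hepatocytes, cholangiocytes, stellate cells, endothelial cells and erythroid cells, and the other lists acute phase, circadian and NRF2 target genes.

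Genes named in the text were chosen by a rule set beforehand: every gene the paper names in its liver array, RT-PCR or liver blot results and in its tables, the 5 with the smallest p in each direction (since none passed the threshold; applied to genes with a symbol), and the genes of reported lists. The alternatives planned beforehand were another scaling (median, quantile, z-scores, the deposited z-scores), normexp with an offset of 50 on the median signal and the median background in place of the mean signal, other filters on dim probes, the mean of all probes of a gene, the replicate number or the slide column as a block, array weights, other tests, thresholds and member lists, and each array left out in turn. Settings on the paper's 7 arrays were added after the values were seen. The limma step was tested on simulated data with known changes in 200 genes before it was run. Survival ages from the supplement were tested with the log-rank test in survival 3.8.3. RT-PCR, immunoblot, metabolite and tumor data were not analysed here.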

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

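The tests of exchanged labels, of array brightness and of probes near background were chosen only after the values were seen.

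Wt replicate 4, a liver array that the paper did not use, lay inside the range of the 4 RedTg arrays for 32 of the 40 genes of Tables S6 and S7, while Wt replicate 3 did so for 0 genes of Table S6 and 8 of Table S7. Both tables were chosen by the study on the other 7 arrays, which by itself draws the Wt arrays used for the choice away from the RedTg arrays more than Wt replicate 4. Over all genes, its mean correlation was 0.980 with the other Wt arrays and 0.988 with the RedTg arrays. Wt replicate 2 correlated no better with its own group (0.97958, where Wt replicate 4 had 0.98007), though less with the RedTg arrays, at 0.974. On PC1 the gap of Wt replicate 4 to the nearest Wt array, divided by the range of the Wt arrays, was 0.656, which is not far by the measure used below. Like Wt replicate 4, RedTg replicate 1 correlated less with its own group, at 0.978, than with the Wt arrays, at 0.980, and so did Wt replicate 3, at 0.982 against 0.983. Exchanging the labels of Wt replicate 4 and RedTg replicate 1 gave 1842 genes at an adjusted p under 0.05 in limma, where the labels as deposited gave 0. The arrays on the 2 sides of that split also differ in brightness, with 75th percentiles of the signal of 683 to 1011 for Wt replicates 1 to 3 and RedTg replicate 1 and of 487 to 631 for the others (exact permutation p = 0.0286, the smallest that 4 against 4 allow). The count fell to 266 with the array median and 1016 with quantile normalization. No probe marks the transgenes, and brightness goes with the split, so an exchange of labels, a technical difference in signal between the arrays and a difference among the animals cannot be told apart. A signal confined to probes near background is argued against, since 1988 genes were called in that split over the genes well above background on all 8 arrays and 976 after normexp. The slide row cannot explain a difference inside a row, because all 4 Wt arrays lay in row 1.

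Of 164 groups of 4 arrays whose values are reported, 7 held an array far from the other 3, where chance gives 8.20, so these 7 together are no more than chance gives. They are the gap of that array to the nearest, divided by the range of the group, of 0.900 for the inflammation list (RedTg replicate 2, lowest), 0.843 for Nr5a1 and 0.853 for Ffar2 (RedTg replicate 1, lowest), 0.840 for Rgcc and 0.906 for Ccr6 (RedTg replicate 4, highest), 0.922 for Gapdh (RedTg replicate 1, lowest) and 0.888 for Sirt1 (RedTg replicate 3, lowest). All are in RedTg arrays. No technical or biological explanation was tested for single genes.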

How the results depend on the processing

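Alternatives on the paper's 7 arrays with z-scores, and the methods' t-test with each array left out, were chosen only after the values were seen. The count of differentially expressed genes was 0 under every scaling, filter, block, weighting and left-out array that was tested with limma, and also at an adjusted p under 0.1 and with trend and robust eBayes, with a smallest adjusted p between 0.130 and 0.994. At an unadjusted p under 0.05 the main setting gave 1082 higher and 543 lower genes. The split moved to 608 and 719 with the array median, 669 and 1074 with z-scores, 677 and 1079 with the deposited z-scores, 2245 and 566 without a filter on dim probes and 3804 and 1339 with array weights, and lay between 467 and 2436 higher and 290 and 997 lower genes with 1 array left out. The methods' t-test without adjustment gave 1438 genes, with 3056 without Wt replicate 4, 916 without Wt replicate 2 and 833 without RedTg replicate 2. With a z ratio of at least 1.5 it gave 449. On the paper's 7 arrays with z-scores, settings added later gave 3164 genes by the methods' t-test, 915 with the z ratio and 443 with a mean z-score above 0 as well. With a normal approximation the latter gave 635 genes at adjusted p up to 1 and 635 up to 0.3, 521 up to 0.15 and 300 up to 0.05.

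The genes of Tables S6 and S7 and the RT-PCR genes kept the paper's direction under every alternative in which they were tested. Among genes well above background on all 8 arrays, 16 genes of Table S7 and 4 RT-PCR genes were left. Adjusted over the list alone, 9 genes of Table S6, 1 of Table S7 and 1 RT-PCR gene passed 0.05. With 1 array left out these counts lay between 0 and 20, 0 and 20, and 0 and 5. The array left out by the paper, Wt replicate 4, gave the upper values of 20, 20 and 5. For Table S6 the count was 4 with quantile normalization, 5 without a filter and 20 with array weights. For Table S7 it was 18 with the array median, 18 with z-scores, 19 with the deposited z-scores, 9 for genes well above background on all 8 arrays, 12 with the slide column as a block and 7 with array weights. For the RT-PCR genes it was 4 with the array median, 5 with z-scores and with the deposited z-scores, 0 with quantile normalization, normexp or no filter, 4 for genes well above background on all 8 arrays, 3 with the slide column and 4 with array weights.

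Nqo1 and Cyb5r3 had log2 fold changes of 0.01 and 0.05 and their sign depended on the setting. Nqo1 was at -0.073 with the array median, -0.014 with quantile normalization, -0.037 with normexp, -0.026 with z-scores, -0.0275 with the deposited z-scores and -0.032 with array weights, and between -0.35 and 0.24 with 1 array left out. Cyb5r3 was at -0.036 with the array median, -0.0093 with quantile normalization, -0.041 with normexp and -0.14 as the mean of its probes, and between -0.058 and 0.22 with 1 array left out.

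The inflammation, cell cycle and proliferation sets stayed lower and past the camera threshold under every alternative, with medians from -0.56 to -0.01, -0.39 to -0.00018 and -0.95 to -0.030. The oxidations set stayed higher, at 0.22 without a filter on dim probes and between 0.15 and 0.23 with 1 array left out, but was no longer past the threshold without a filter and without RedTg replicate 1 (median 0.19, limma camera adjusted p = 0.0658). The mitochondrion set was not robust. It had a median of 0.00078 with the array median, -0.0020 with quantile normalization, 0.0050 with normexp, 0.085 without a filter, 0.085 with the replicate block and with the slide column, and 0.10 with array weights, none past the threshold, and between 0.027 and 0.15 with 1 array left out, where it lost its call without Wt replicates 2 and 3 and RedTg replicates 1 and 3. The signal transducer set was at -0.012 with the filter on dim probes (limma camera adjusted p = 0.0523) and 0.10 without the olfactory receptors (limma camera adjusted p = 0.0564), and between 0.28 and 0.57 with 1 array left out, where it lost its call without Wt replicate 3. The olfactory receptor probes moved from 0.47 to 0.047 with quantile normalization and 0.027 with normexp. Of 12 cell type lists, 7 passed, and between 4 and 10 did with 1 array left out, 4 without Wt replicate 2. The cholangiocyte list was at -0.0021 with z-scores and -0.005 with the deposited z-scores. The erythroid list was at 0.037 with z-scores and 0.036 with the deposited z-scores, and between -0.46 and 0.37 with 1 array left out, and the endothelial list between -0.13 and 0.00030.

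The exact permutation test on PC1 gave p = 0.171 over 8 arrays, and between 0.0857 and 0.486 with 1 array left out. This exact permutation test gave p = 0.0286, the smallest possible, wherever genes were chosen on the group labels by the methods' t-test, over the 8 arrays and in 4 settings on the 7 arrays. That outcome follows from the choice of the genes. Over chromosomes, the smallest adjusted p was 0.0325 for the t-test genes higher in RedTg livers, 0.0564 for the lower ones and 0.116 for both together.

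Same-numbered RedTg and Wt arrays share only a number, with correlations of their deviations of 0.30, -0.25, -0.28 and 0.08, so the replicate block is not a pairing. With that replicate block 0 genes passed, and the call of the mitochondrion set changed (median 0.085, limma camera adjusted p = 0.101). Except where a setting itself leaves out genes or arrays, the cause of these changes was not tested. Signal over background limits the dim genes, since 20229 of the 23195 tested genes and transcripts were well above background on all 8 arrays.

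The longevity log-rank test (n = 64 Wt and n = 75 RedTg mice) gave p = 0.0484, p = 0.113 with Gehan-Breslow-Wilcoxon weights and p = 0.0482 without deaths before 60 weeks, and the DEN test between 0.0031 and 0.0036.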

Differences from the paper's values

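The paper reports 497 genes with modified expression, 127 of them upregulated and 370 downregulated. Over all 8 arrays limma called 0, with 0 higher and 0 lower genes, and so it did in every planned limma setting, and the methods' t-test after Benjamini-Hochberg adjustment also gave 0. Of the alternatives set before the data were examined, the methods' t-test without adjustment gave 1438 genes, 1127 higher and 311 lower, of which the lower count is within 1.5 times the paper's. A z ratio of at least 1.5 with the methods' t-test gave 449 genes, 93 higher and 356 lower, within 1.5 times of all 3 of the paper's counts. Among settings on the paper's 7 arrays, chosen after seeing the values, the one with a mean z-score above 0 gave 443 genes (113 higher, 330 lower), and with a normal approximation 635 (167 and 468) at adjusted p up to 1 or 0.3 and 521 (141 and 380) up to 0.15. The other settings chosen after seeing the values gave 3164 genes, 915 genes and 300 genes, of which the 188 and the 90 higher genes are within 1.5 times of the paper's count of higher genes. None of these is stated as the paper's method.

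In Fig. 5a PC1 holds about 74% and PC3 about 5.3% of the variance, read by eye. Over all 8 arrays PC1 held 35.3% and PC3 15.1%. Of the alternatives set before the data were examined, only the one that takes genes at 0.05 in the methods' t-test came within 1.5 times for PC1 and for PC3, at 70.4% and 5.86%; with 1 array left out, PC1 stayed between 32.7% and 42.2%. Settings on the 7 arrays that were chosen after seeing the values and that select spots by the methods' t-test gave 73.4%, 75.9%, 80.1% and 76.5% for PC1 and 5.43%, 5.07%, 4.72% and 4.61% for PC3. Among the alternatives set before, the genes with the largest variance gave 47.1% for PC1 and 9.07% for PC3, which stay outside.

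For Mzb1 the paper's fold change is -12.77, and the fold change over all 8 arrays was -4.10. Without Wt replicate 4, the paper's own choice of arrays, it was -6.02, smaller in size than the paper's but within the spread of the arrays. Of the alternatives set before the data were examined, those without Wt replicate 3 (-5.85), Wt replicate 4, RedTg replicate 1 (-4.43) or RedTg replicate 4 (-4.67) also lay within that spread, and those without another array, with another scaling, normexp or another filter on dim probes, and as the mean of all probes, between -4.35 and -2.20, did not. The other 39 fold changes of Tables S6 and S7 lay within the spread of the arrays or within 1.5 times of the paper's over 8 arrays. By the factor of 1.5 alone, 22 of the 40 fold changes are within it over 8 arrays, 20 of Table S6 and 2 of Table S7, and 34 without Wt replicate 4, 19 and 15. Of Table S6, 16 were smaller in size than the paper's over 8 arrays but 1 without Wt replicate 4, and of Table S7 all 20 were smaller under both choices of arrays, such as Jchain at -4.29 over 8 arrays where the paper's is -9.59, and Ccr6 at -3.57 where the paper's is -9.57. All 40 z ratios were within 1.5 times over 8 arrays. These values are differences of log2 means. With ratios of linear means, chosen after seeing the values, the fold change of Mzb1 was -8.34 over 8 arrays and -10.71 over the paper's 7, and 39 and 40 of the 40 fold changes were within 1.5 times of the paper's. On the 7 arrays without any scaling, also chosen after seeing the values, Mzb1 was at -12.76 with linear means and -8.36 with log2 means of the processed signal, with 40 and 39 of 40 within 1.5 times, and at -8.37 and -5.51 with the raw median signal, with 26 and 24 of 40. Which of these the paper used is not stated in its text.

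The paper states an increase of 4.2% in mean lifespan, and from the ages of the supplement the mean lifespan rose by 2.16%. It was 2.62% without deaths before 60 weeks and was not within 1.5 times of the paper's value in this alternative, which was set before the data were examined, nor with Gehan-Breslow-Wilcoxon weights, which leave the mean at 2.16%. The median lifespan, examined after seeing the values, rose by 4.22%. At 20% survival the paper states an extension of 4.8%, and the ages gave 3.21%, within 1.5 times of it.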

Other observations

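The tests of exchanged labels, of array brightness, of probes near background in the exchanged split, of splits by the unadjusted counts and by genes whose groups did not overlap, of splits of the paper's 7 arrays, and of the choice of genes for the PCA were chosen only after the result was seen. The other tests in this part were written down before the data were examined.

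Splits of the arrays. Of the 35 ways to split the 8 arrays into 4 and 4, all 35 reach the labels' count of 0 genes at an adjusted p under 0.05 in limma, as any split must, so the splits say nothing about that count. At an unadjusted p under 0.05, where the labels gave 1082 higher and 543 lower genes, 9 of the 35 splits gave as many genes, the labels included, in the methods' t-test 7 did, and 7 gave as many genes whose groups did not overlap, so chance cannot be excluded for these counts. A single gene was called in 1 other split, and 1842 genes in the split in which Wt replicate 4 and RedTg replicate 1 trade places, which was the highest count of the 35. Of 35 splits of the paper's 7 arrays into 3 and 4, 3 gave as many genes in the methods' t-test as the labels, the labels included, so chance cannot be excluded there either; the labels gave 3056 genes, the median split 787 and the highest split 4862. The same number, 3 of the 35, was found for the limma count at an unadjusted p under 0.05 (3433 genes for the labels, 767 for the median split, 5122 for the highest) and for the genes whose groups did not overlap.

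PC1 over chosen genes. Where spots were first chosen by the methods' t-test on each split of the 7 arrays, PC1 held between 68.6% and 76.5% of the variance in all 35 splits, with 73.4% for the labels. As large a share was seen in 3 of the splits, the labels included. Over all 23195 genes PC1 held 36.5%. The large share is consistent with the choice of genes on the group labels, whichever split the labels make.

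Exchanged labels. The count of 1842 genes at an adjusted p under 0.05 for the exchange of Wt replicate 4 and RedTg replicate 1 was 266 with the array median, 1016 with quantile normalization, 976 with normexp and 933 with z-scores, each the highest of the 35 splits. Probes near background as the cause are argued against, since 1988 genes were called among those well above background on all 8 arrays. In the B cell, plasma cell and T cell lists, the mean log2 signal of RedTg replicate 1 was -1.43, between the other RedTg arrays, at -1.59 to -1.02, while Wt replicates 1 and 2 stood at -0.11 and 0.81. Wt replicates 3 and 4 stood at -1.23 and -1.25, so these lists do not tell a RedTg array from every Wt array. The 75th percentile of the signal also separates the 2 sides of this split (exact permutation p = 0.0286), and not those of the labels (0.400). No array value marks the transgenes, and an exchange cannot be told apart from a technical difference in signal between the arrays or an unlabelled difference between the mice.

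Immune cell lists. Of 12 cell type lists, 7 passed an adjusted 0.05 by limma's camera over 8 arrays, all lower in RedTg livers, and none by fry. Their median log2 fold changes were -1.10 for B cells, -1.12 for plasma cells, -1.19 for T cells, -0.61 for NK cells, -0.61 for neutrophils, -0.94 for monocytes and dendritic cells and -0.36 for stellate cells. The others were -0.11 for Kupffer cells, -0.08 for endothelial cells, 0.16 for cholangiocytes, 0.21 for hepatocytes and -0.0047 for erythroid cells, whose mean, at 0.029, has the other sign. Of the B, plasma and T cell genes, 2, 4 and 3 are also in Table S7, which the study picked from these arrays. Over the paper's 7 arrays the Kupffer list passed as well, and these 7 lists were also lower. In exact permutation tests over 8 arrays p lay between 0.0286 for monocytes and dendritic cells and 1 for erythroid cells, and none passed after adjustment over the 12 lists, where the smallest was 0.343. In the mean of the 3 lymphocyte lists, Wt replicates 1 and 2 stood at -0.11 and 0.81, above the RedTg arrays at -1.59 to -1.02. Wt replicates 3 and 4, at -1.23 and -1.25, lay inside the RedTg range. The lower lists thus rest on Wt replicates 1 and 2, not on 1 liver alone. Without Wt replicate 2 the 3 lists had medians as near 0 as -0.50, with an exact permutation p of 0.143 for their mean. A loss of lymphocytes alone would move these lists against the Kupffer, endothelial, stellate and cholangiocyte lists, and the difference was -0.83 in RedTg minus Wt livers, with an exact permutation p of 0.171. A lower share of all nonparenchymal cells would move both alike. The 3 lymphocyte lists moved by -0.93 (exact permutation p = 0.114) and the mean of the 4 other lists by -0.10, from 1.42 ± 0.15 (SD, n = 4) in Wt to 1.32 ± 0.09 (SD, n = 4) in RedTg livers. The lymphocyte lists spread widely among Wt livers (SD 0.99, n = 4), so the changes did not part by more than their spread, and a loss of lymphocytes and a lower share of all nonparenchymal cells cannot be told apart. A biological effect of the transgenes stays open as untested.

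Proliferation and lymphocytes. Over 8 arrays the proliferation list had Pearson's r of 0.552 with the B cell list (permutation p = 0.171, Spearman's rho 0.262, permutation p = 0.536) and 0.653 with the T cell list (permutation p = 0.0917, Spearman's rho 0.405, permutation p = 0.327). Adjusted over these 2 relations, p was 0.171 for both in Pearson's and 0.536 in Spearman's test. Without the 2 arrays farthest from the median, Wt replicates 1 and 2, r fell to 0.0859 and 0.502, so the relation with B cells rests on those arrays. Within the groups r was 0.374 and 0.472. The arrays cannot show whether cycling lymphocytes carry the lower cell cycle genes.

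Signal transducer set. The 1142 genes of Reactome Signaling by GPCR, tested without the filter on dim probes, had a median of 0.39 over 8 arrays, where the median of all genes without that filter was 0.16. Of 596 olfactory receptor genes, 66 were well above background on at least 3 arrays. Their median was 0.47, with an exact permutation p of 0.0857 for the array means, and without them the median of the set was 0.10. This is consistent with probes near background as the cause of the higher set.

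Transgenes, sex and genes of blotted proteins. The mouse probe of Nqo1 had a log2 fold change of 0.01 and that of Cyb5r3 0.05 over 8 arrays, and a second Cyb5r3 probe -0.32, with exact permutation p of 0.971, 0.8 and 0.314. Whether they detect the rat transcripts is not known. The Y-linked genes Ddx3y and Eif2s3y were well above background on all 8 arrays. Of 11 genes whose proteins were blotted in liver, none passed an adjusted p of 0.05.

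Genes with the smallest p. Among genes with a symbol, the 5 higher genes over 8 arrays were Mtus2 (1.16), Olfr470 (2.09), Grin2c (1.25), Fbxo36 (0.76) and Bglap2 (1.55), and the 5 lower genes Gm9733 (-2.08), Prg2 (-2.09), Lum (-0.86), Palb2 (-0.85) and Elapor2 (-0.86), as log2 fold changes, each with a limma adjusted p of 0.677. Transcripts without a symbol are not listed, of which 9 higher and 2 lower ones had a smaller p than the last gene named in their direction. The first of the lower ones is listed in Table S7 as Igh-VJ558 (-1.95). Olfr470 and Grin2c were not well above background in any Wt liver, and Gm9733 and Elapor2 in no RedTg liver. Readings of the dim group were raised to at least the lowest signal well above background on their array. Olfr470 and Grin2c were then 2.58-fold and 1.93-fold higher, and Gm9733 and Elapor2 1.69-fold and 1.62-fold lower. Some dim readings of Grin2c and Elapor2 already lay above that lowest signal, so these values are only approximate bounds.

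Other lists and chromosomes. Acute phase, circadian and NRF2 target genes had median log2 fold changes of 0.01, 0.08 and 0.05 over 8 arrays, with limma camera adjusted p of 0.922 for each. For the circadian list the mean, at -0.046, has the other sign, and camera gives the direction of the acute phase list as lower. With no gene called, chromosomes were tested on the genes higher in the methods' t-test, on the lower genes and on both together. For the higher genes the smallest adjusted p over chromosomes was 0.0325 (chromosome 8, with 53 genes where 34.4 were expected), with chromosome 17 at 0.0454 (50 genes, 33.3 expected). No chromosome passed 0.05 for the lower genes (smallest adjusted p 0.0564, chromosome X) or for both together (0.116, chromosome 8). The RedTg mice come from a cross of separately made transgenic lines, so passenger regions could lie on more than 1 chromosome. These values do not decide whether there are any.

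Survival. From the ages in the supplement, the longevity log-rank test gave a chi-square of 3.90 and p = 0.0484 with 64 Wt and 75 RedTg mice, and the DEN test p = 0.00361 with 17 Wt and 18 RedTg mice. In the DEN sheet 8 Wt and 15 RedTg mice are censored.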
